# *Ept7*, a quantitative trait locus that controls estrogen-induced pituitary lactotroph hyperplasia in rat, is orthologous to a locus in humans that has been associated with numerous cancer types and common diseases

**DOI:** 10.1371/journal.pone.0204727

**Published:** 2018-09-27

**Authors:** Kirsten L. Dennison, Aaron C. Chack, Maureen Peters Hickman, Quincy Eckert Harenda, James D. Shull

## Abstract

Pituitary adenoma is a common intracranial neoplasm that is observed in approximately 10% of unselected individuals at autopsy. Prolactin-producing adenomas, i.e., prolactinomas, comprise approximately 50% of all pituitary adenomas and represent the most common class of pituitary tumor. Multiple observations suggest that estrogens may contribute to development of prolactinoma; however, direct evidence for a causal role of estrogens in prolactinoma etiology is lacking. Rat models of estrogen-induced prolactinoma have been utilized extensively to identify the factors, pathways and processes that are involved in pituitary tumor development. The objective of this study was to localize to high resolution *Ept7* (*E*strogen-induced *p*ituitary *t*umor), a quantitative trait locus (QTL) that controls lactotroph responsiveness to estrogens and was mapped to rat chromosome 7 (RNO7) in an intercross between BN and ACI rats. Data presented and discussed herein localize the *Ept7* causal variant(s) to a 1.91 Mb interval of RNO7 that contains two protein coding genes, *A1bg* and *Myc*, and *Pvt1*, which yields multiple non-protein coding transcripts of unknown function. The *Ept7* orthologous region in humans is located at 8q24.21 and has been linked in genome wide association studies to risk of 8 distinct epithelial cancers, including breast, ovarian, and endometrial cancers; 3 distinct types of B cell lymphoma; multiple inflammatory and autoimmune diseases; and orofacial cleft defects. In addition, the *Ept7* locus in humans has been associated with variation in normal hematologic and development phenotypes, including height. Functional characterization of *Ept7* should ultimately enhance our understanding of the genetic etiology of prolactinoma and these other diseases.

## Introduction

Pituitary adenoma is a common intracranial neoplasm that is observed in approximately 10% of unselected individuals examined at autopsy [1–3]. The etiology of pituitary adenoma is poorly understood. Mutations in a small number of genes are known to underlie distinct genetic syndromes in which pituitary adenoma is observed. Examples of pituitary adenoma associated genes and syndromes include: *MEN1*, multiple endocrine neoplasia type I; *CDKN1B*, multiple endocrine neoplasia type IV; and *PRKAR1A*, Carney complex type 1 [4]. In addition, non-syndromic forms of familial pituitary adenoma are becoming recognized. One such class of familial isolated pituitary adenoma results from mutations in *AIP* [5]. By contrast, the majority of pituitary adenomas appear to be sporadic in origin, suggesting that acquired somatic mutations and/or common germline variants acting with low penetrance may contribute to development of these tumors.

Prolactin-producing adenomas, i.e., prolactinomas, comprise approximately 50% of all pituitary adenomas and represent the most common class of pituitary tumor [1, 6–8]. The incidence of prolactinoma is approximately 10-fold higher in females of childbearing age than in postmenopausal women or men [8]. In addition, multiple case reports have described development of prolactinoma in male to female transsexuals who undergo treatment with estrogens to induce female secondary sex traits [9–17]. Together, these observations suggest that estrogens contribute to the development of prolactinoma, but direct evidence for a causal role of estrogens in prolactinoma etiology in humans is lacking. Although prolactinoma can be locally invasive, these tumors rarely progress to malignant carcinoma. Nonetheless, prolactinoma frequently results in multiple endocrinological and/or neurological pathologies. Prolactinoma is often causally associated with hyperprolactinemia, which in turn results in disruption of the normal pattern of secretion of gonadotropins, reduced production of gonadal steroids, amenorrhea, and infertility in females, as well as decreased libido and infertility in males [4, 7]. The expansion of the lactotroph population within the anterior pituitary gland can also lead to dysregulation of other pituitary secretory cell types, thereby resulting in other endocrine pathologies. Moreover, physical expansion of the tumor mass can result in compression of the optic chiasm and other vital anatomical structures, leading to impaired vision, headache and/or other neurological problems.

Rat models of estrogen-induced prolactinoma have been utilized extensively to identify the factors, pathways and processes that are involved in pituitary tumor development [18–21]. It has long been recognized that the proliferative response of the pituitary lactotroph population to estrogens differs dramatically between different rat strains [22–26]. Fischer 344 (F344) and August x Copenhagen, Irish (ACI) are two inbred rat strains that are highly responsive to estrogens, whereas the outbred Sprague-Dawley and inbred Brown Norway (BN) strains are restrained in their responsiveness [20]. This inter-strain variation in lactotroph responsiveness to estrogens has been exploited in genetic studies to advance understanding of the mechanisms through which estrogens regulate lactotroph proliferation and/or survival and contribute to development of prolactinoma [27–36]. The objective of this study was to fine map the location of *Ept7* (*E*strogen-induced *p*ituitary *t*umor), a quantitative trait locus (QTL) that controls lactotroph responsiveness to estrogens and was mapped to rat chromosome 7 (RNO7) in an intercross between BN and ACI rats [34]. The existence of *Ept7* was confirmed by generation and characterization of a congenic rat strain that harbors BN alleles across the *Ept7* interval on the ACI genetic background [36]. Data presented and discussed in this manuscript localize the *Ept7* causal variant to a 1.91 Mb interval of RNO7 that contains only two protein coding genes and one or more genes that yield non-protein coding transcripts of unknown function. *Ept7* is orthologous to an interval within the 8q24.21 region of the human genome that has been associated with risk of numerous cancer types and other common diseases. These data may ultimately enhance our understanding of the genetic etiology of prolactinoma in humans.

## Materials and methods

### Care, treatment, and phenotypic characterization of animals

All procedures involving live animals were approved by the Institutional Animal Care and Use Committee of the University of Wisconsin-Madison (protocol #M005111). ACI/SegHsd (ACI) and BN/SsNHsd (BN) rats were obtained from Envigo (formerly Harlan Sprague Dawley, Inc.). Each of the unique congenic rat strains described herein was generated in our laboratory as described below. All rats were housed under controlled temperature, humidity, and 12-hr light/12-hr dark conditions in facilities that were accredited by the American Association for Accreditation of Laboratory Animal Care and operated in accordance with *The Guide for the Care and Use of Laboratory Animals* [37].

Female rats from each rat strain were treated with 17β-estradiol (E2) beginning at 9 weeks of age as described previously [38–42]. Control rats from each strain received empty implants. Implants, empty or containing 27.5 mg of E2 (Sigma-Aldrich, St. Louis, MO), were prepared from Silastic tubing (Dow Corning, Midland, MI) and sealed with Silastic Medical Adhesive (Silicone Type A; Dow Corning). Implants were placed surgically into the interscapular region of 9 week old rats. During the procedure, rats were anesthetized with isoflurane administered at a rate of 1–5% via inhalation using an anesthetic vaporizer. Because the studies described herein were performed over a five year interval, fifteen groups of ACI females, totaling 77 animals, were evaluated starting at different points across this interval to ensure that adequate numbers of ACI rats were treated contemporaneously with rats from each of the different congenic strains. The pituitary weight phenotype in the ACI rats was stable over the five year interval (S1 Fig). Therefore, data from the different groups of ACI rats were pooled for statistical comparison to rats from the different congenic strains. Research staff monitored the rats a minimum of three times per week and weighed the rats weekly. The rats were generally euthanized following 196 ± 5 days of treatment. However, an animal was euthanized prior to the intended experiment endpoint if it exhibited cachexia (loss of 15% body mass); poor body condition; loss of normal neuromuscular coordination; abdominal swelling; or a mammary tumor that grew in excess of 2 cm in longest dimension, became ulcerated or impeded normal ambulation. The pituitary gland was collected at necropsy, weighed, and photographed. Pituitary weight has been shown to correlate with pituitary DNA content and the level of circulating prolactin, and thereby serves as a surrogate indicator of absolute lactotroph number [20, 29, 35, 36, 38].

### Generation of congenic rat strains

Each of the congenic strains was developed using a marker assisted selective breeding protocol as previously described [36, 39]. When a male was obtained that was heterozygous for BN alleles across a desired segment of RNO7 and homozygous for ACI alleles at all background markers, that male was backcrossed to ACI females and sibling progeny carrying the same recombinant chromosome were intercrossed to produce rats homozygous for BN alleles across the locus of interest. The different congenic strains are referred to by their abbreviated names: Ept7.1 through Ept 7.18. The full strain names and Rat Genome Database (RGD) identification numbers are listed in S1 Table. Genome coordinates for the BN intervals on RNO7 carried by each congenic strain are listed in S1 Table.

### Statistical analyses of data

Phenotypes exhibited by Ept7 congenic rats were compared to those of treated ACI rats. Pituitary weights and treatment duration were expressed as the mean ± standard error of the mean (SEM). Differences in pituitary weight relative to ACI were evaluated using the Wilcoxon Rank Sum test. The impact on survival of morbidities related to pituitary hyperplasia/adenoma was evaluated using the Kaplan-Meier estimator and log rank test. Animals that were removed from the study due to mammary tumor burden or any mammary cancer associated morbidity were censored in these analyses. The thresholds for statistical significance were adjusted for multiple comparisons using the Bonferroni method. MSTAT Version 6.1 was used to perform all statistical analyses [43].

### Sources of microarray data

Gene expression data for *Ept7* candidates were generated using Affymetrix Rat Genome 230 version 2.0 GeneChips as described previously [40]. The biological samples from sham treated and diethylstilbestrol (DES) treated male ACI and BN rats were part of a larger study focused on genetic control of estrogen action in the anterior pituitary gland and the resulting data were deposited in the GEO Database under accession number GSE4028.

### Sources of genomic data

Rat and human genome coordinates in this manuscript refer to genome assemblies Rnor_6.0 and GRCh38.p10, respectively. All genetic markers, marker locations, and rat strains are registered in the Rat Genome Database [44, 45]. Genomic features of the *Ept7* locus are from Ensembl Rnor_6.0 release 91 [46].

## Results

### Phenotypic characterization of 19 unique ACI.BN-Ept7 congenic rat strains

*Ept7* was previously mapped to a 32.4 Mb interval on RNO7 defined by microsatellite markers *D7Wox3* (71.45 Mb) and *D7Rat17* (103.85 Mb) [34, 36]. *Emca4* (*E*strogen-induced *m*ammary *ca*ncer), a QTL that influences development of E2-induced mammary cancer, was mapped to this same region of RNO7 in a BN x ACI intercross [42]. In order to further localize the *Ept7* and *Emca4* causal variants we generated and characterized multiple congenic rat strains, each of which is homozygous for BN alleles across a unique segment of RNO7 introgressed onto the ACI genetic background (S1 Table). The data presented here are focused on the mapping of *Ept7*. Data relating to the mapping of *Emca4* will be published elsewhere and are discussed only when relevant to *Ept7*.

Pituitary weight, a surrogate indicator of absolute lactotroph number, was measured as the primary phenotypic indicator of lactotroph responsiveness to E2 [20, 29, 35, 36, 38]. Pituitary weight for sham treated control rats across all 21 rat strains examined in this study averaged 9.8 mg (standard error of the mean = 0.2; n = 105). No significant differences were observed when basal pituitary weight for BN rats or rats from each of the 19 unique congenic strains was compared to basal pituitary weight for ACI rats, which served as the background (recipient) strain during the generation of the congenic rat strains characterized in this study (Table 1).

**Table 1:** Pituitary hyperplasia phenotypes.

	Sham treatment						E2-treatment					
Strain	Pituitary Weight ^*a*^, mg	P vs ACI ^*b*^	Days Treated ^*a*^	Survival ^*c*^, %	P vs ACI ^*d*^	N ^*e*^	Pituitary Weight ^*a*^, mg	P vs ACI ^*b*^	Days Treated ^*a*^	Survival ^*c*^, %	P vs ACI ^*d*^	N ^*e*^
ACI ^*f*^	10.5 ± 0.7	-	194.6 ± 0.1	100.0	-	12 (12)	189.9 ± 8.0	-	185.4 ± 1.7	51.5	-	70 (77)
BN	8.5 ± 0.8	0.0818	195.0 ± 0	100.0	1	5 (5)	16.2 ± 0.7	1.23e-08	196.4 ± 0.2	100.0	0.0159	9 (10)
Ept7	10.8 ± 0.8	0.9593	196.4 ± 0.4	100.0	1	5 (5)	104.7 ± 8.9	8.84e-08	192.2 ± 2.1	91.8	0.0012	23 (26)
Ept7.1	7.7 ± 0.9	0.0703	197.0 ± 0	100.0	1	3 (3)	166.1 ± 13.9	0.1647	188.3 ± 3.2	59.7	0.3510	27 (29)
Ept7.2	9.1 ± 0.8	0.1902	196.0 ± 0	100.0	1	4 (4)	139.3 ± 8.7	0.0004	188.6 ± 2.8	72.0	0.0578	28 (27)
Ept7.3	9.1 ± 0.8	0.2358	196.0 ± 0	100.0	1	4 (4)	134.9 ± 11.6	0.0008	189.2 ± 3.0	81.5	0.0127	24 (25)
Ept7.4	11.9 ± 1.6	0.5743	196.0 ± 0	100.0	1	5 (5)	175.3 ± 11.6	0.2844	186.9 ± 2.4	43.4	0.4499	27 (31)
Ept7.5	9.1 ± 0.7	0.2133	196.0 ± 0	100.0	1	5 (5)	178.2 ± 13.8	0.5760	181.0 ± 4.0	37.4	0.3926	22 (26)
Ept7.6	8.1 ± 0.7	0.1036	196.0 ± 0	100.0	1	5 (5)	120.3 ± 9.0	2.89e-06	190.1 ± 2.4	95.2	0.0005	26 (26)
Ept7.7	11.8 ± 0.4	0.2343	196.0 ± 0	100.0	1	5 (5)	166.1 ± 12.8	0.0845	185.9 ± 3.4	64.1	0.2273	22 (24)
Ept7.8	10.7 ± 0.5	0.9594	197.0 ± 0	100.0	1	5 (5)	200.3 ± 14.6	0.5038	177.1 ± 5.0	31.9	0.1456	22 (24)
Ept7.9	11.7 ± 1.2	0.6097	196.0 ± 0	100.0	1	5 (5)	236.4 ± 16.0	0.0215	176.6 ± 3.7	15.2	0.0018	20 (24)
Ept7.10	8.8 ± 0.6	0.1698	196.0 ± 0	100.0	1	4 (5)	116.1 ± 12.3	2.32e-05	189.3 ± 3.2	84.2	0.0102	20 (26)
Ept7.11	8.7 ± 0.6	0.1296	198.0 ± 1.2	100.0	1	5 (5)	158.3 ± 9.4	0.0221	194.4 ± 0.8	76.9	0.0243	24 (26)
Ept7.12	11.0 ± 0.8	0.6835	196.0 ± 0	100.0	1	4 (4)	181.3 ± 10.6	0.6356	183.1 ± 2.1	25.9	0.1057	24 (24)
Ept7.13	9.3 ± 0.7	0.4412	196.0 ± 0	100.0	1	5 (5)	210.4 ± 12.7	0.2165	186.6 ± 3.7	72.7	0.0862	24 (24)
Ept7.14	8.3 ± 0.6	0.0637	196.0 ± 0	100.0	1	5 (5)	168.2 ± 8.8	0.1413	194.6 ± 0.8	85.7	0.0073	21 (21)
Ept7.15	9.5 ± 0.7	0.3827	196.0 ± 0	100.0	1	5 (5)	212.0 ± 11.2	0.1522	186.0 ± 2.5	59.4	0.5812	24 (28)
Ept7.16	9.6 ± 0.2	0.2786	196.0 ± 0	100.0	1	5 (5)	118.2 ± 12.6	1.65e-05	184.1 ± 3.8	72.7	0.0486	25 (30)
Ept7.17	9.9 ± 0.4	0.4421	196.0 ± 0	100.0	1	5 (5)	141.3 ± 9.0	0.0015	191.9 ± 2.7	95.8	0.0006	23 (24)
Ept7.18	9.7 ± 0.7	0.3791	196.0 ± 0	100.0	1	4 (5)	123.7 ± 8.5	6.22e-06	195.0 ± 0.8	100.0	0.0001	25 (26)

^*a*^ Mean ± standard error of the mean for all rats with pituitary weights recorded at necropsy.

^*b*^ Calculated using Wilcoxon rank-sum test.

^*c*^ Kaplan-Meier survival probability estimate for the population at endpoint, for pituitary hyperplasia-associated morbidity (all other losses censored).

^*d*^ Calculated from morbidity data using log rank test.

^*e*^ All rats with pituitary weights recorded at necropsy (all rats with accurate morbidity data).

^*f*^ Data published previously [38].

Continuous treatment with E2 induced pituitary lactotroph hyperplasia, as evidenced by significant increases in pituitary weight, in females of each of the 21 rat strains examined in this study. For reference, pituitary weight in the ACI strain was increased 18.1-fold, from 10.5 ± 0.7 mg in sham treated (control) female rats to 189.9 ± 8.0 mg in rats treated with E2 (Table 1). By contrast, female rats of the BN strain, which served as the donor strain during generation of the congenic rat strains described in this manuscript, exhibited a 1.9-fold increase in pituitary weight in response to prolonged treatment with E2, from 8.5 ± 0.8 mg in sham treated controls to 16.2 ± 0.7 mg. Evaluation of pituitary weight in E2 treated females from each of the 19 congenic rat strains revealed two distinct groups of strains that differed in responsiveness to E2. Rats from the congenic strains in Group 1 were highly responsive to E2 and exhibited pituitary weights that did not differ from those exhibited by ACI rats (Table 1). Group 1 included the Ept7.1, Ept7.4, Ept7.5, Ept7.7, Ept7.8, Ept7.9, Ept7.12, Ept7.13, and Ept7.15 congenic strains. Rats from the congenic stains in Group 2 exhibited pituitary weights that were significantly less than that exhibited by ACI rats, indicating that the responsiveness of the pituitary lactotroph in these rat strains is reduced relative to that of ACI rats. Group 2 consisted of the Ept7, Ept7.2, Ept7.3, Ept7.6, Ept7.10, Ept7.16, Ept7.17, and Ept7.18 congenic rat strains. The Ept7.11 and Ept7.14 congenic strains were not assigned to either Group 1 or Group 2 for reasons discussed below.

Rats were removed from the study upon evidence of morbidity resulting from pituitary hyperplasia/adenoma, mammary cancer, or unknown etiology. Therefore, we plotted pituitary weight for each strain as a function of the duration of E2 treatment (Fig 1). We also evaluated survival of E2 treated rats from each congenic strain as a function of morbidities that are known to result from lactotroph hyperplasia/adenoma and gross pituitary enlargement (Table 1). The resulting data indicate that rats from the Group 2 congenic strains, with the exception of rats from the Ept7.16 strain, were generally treated with E2 for a longer duration than ACI rats. Thus, the inhibitory actions of BN alleles at *Ept7* in the Group 2 congenic strains on E2-induced pituitary growth were likely to have been underestimated due to the longer durations of treatment (discussed further below).

**Fig 1:**
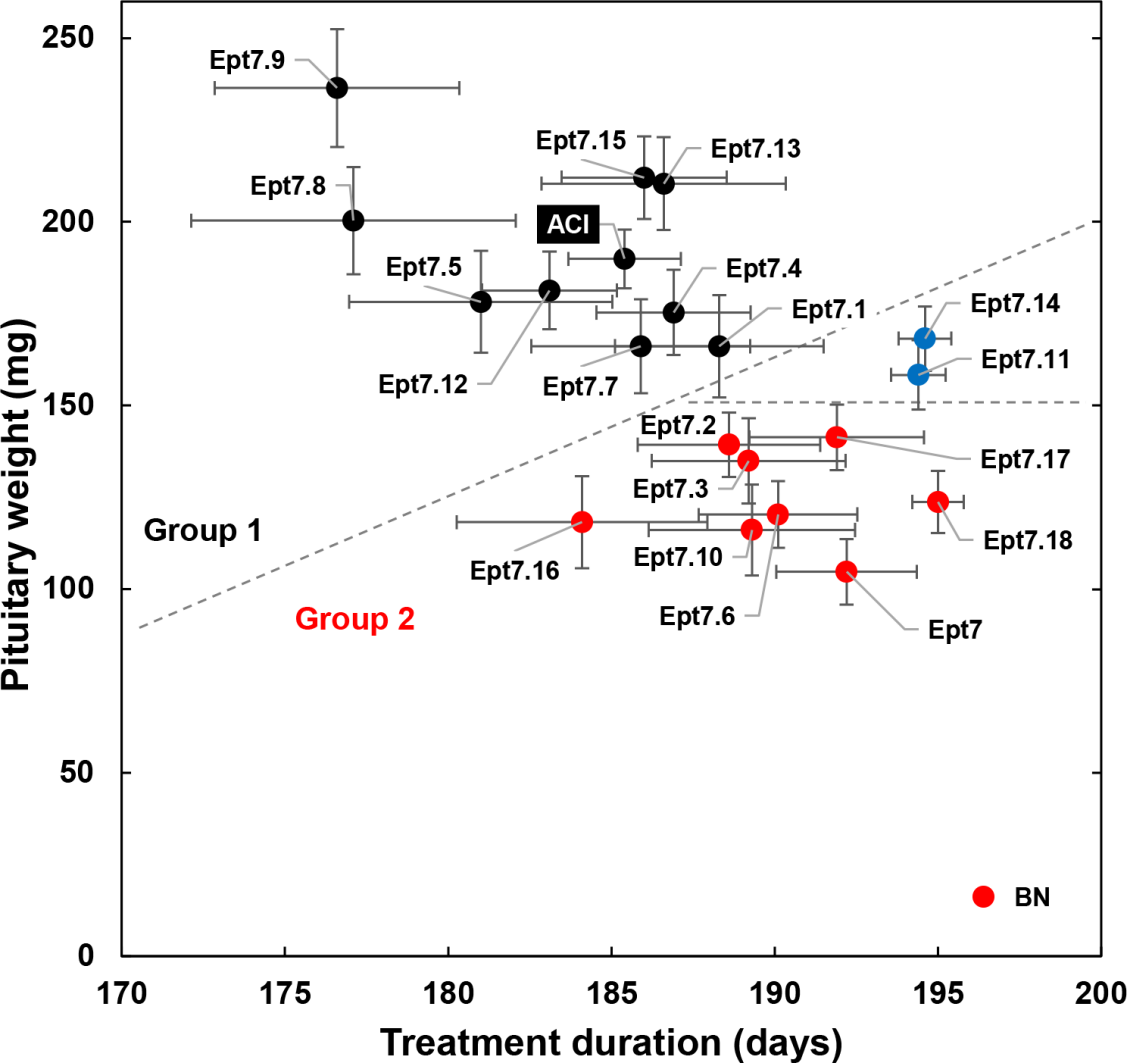
Pituitary weights in ACI, BN and Ept7 congenic rats. Female rats were treated with E2, released from subcutaneous Silastic implants, beginning at 9 weeks of age as described in Materials and Methods. Animals were euthanized upon observation of any treatment associated morbidity or following 28 weeks of treatment. Pituitary weight measured at necropsy is indicated on the y-axis; duration of treatment is indicated on the x-axis. Each data point represents means ± SEMs; N = 9–70 for each strain. Red symbols indicate mean pituitary weights that are significantly less than exhibited by ACI rats (P < 0.0025 by Wilcoxon rank sum test). The dashed lines demarcate those congenic strains that were assigned to Groups 1 (pituitary weights not different from ACI) and Groups 2 (pituitary weights less than ACI). Average pituitary weight in Ept7.11 and Ept7.14 rats (blue symbols) did not differ from that observed in ACI rats; however, the Ept7.11 and Ept7.14 rats were treated with E2 for a longer duration (approximately 9 days) than ACI rats.

### *Ept7* causal variant resides within a 1.91 Mb interval on RNO7

Examination of the BN genome intervals harbored by each of the congenic rat strains localized the *Ept7* causal variant(s) within a 1.91 Mb segment on RNO7 (Fig 2). Most informative in this regard is the observation that each of the Group 2 congenic strains harbored BN alleles across the 1.91 Mb *Ept7* locus and rats from each of the Group 2 strains exhibited a diminished pituitary growth response to E2 when compared to ACI rats. By contrast, none of the Group 1 congenic strains harbored BN alleles across the 1.91 Mb *Ept7* locus and rats from each Group 1 strain exhibited a pituitary growth response that did not differ significantly from that exhibited by ACI rats. The proximal boundary of this refined *Ept7* locus is defined by microsatellite marker *D7Uwm37* (101.94 Mb on RNO7), at which ACI alleles were observed in the Ept7.18 congenic strain. This proximal boundary is further supported by marker *D7Uwm43* (101.93 Mb on RNO7) which marks the distal end of the BN interval in congenic strains Ept7.9 and Ept7.12 (Fig 2). The distal boundary of the *Ept7* locus is defined by microsatellite marker *D7Rat17*, at which ACI alleles were observed in the Ept7.18 congenic strain as well in several of the other Group 2 congenic strains.

**Fig 2:**
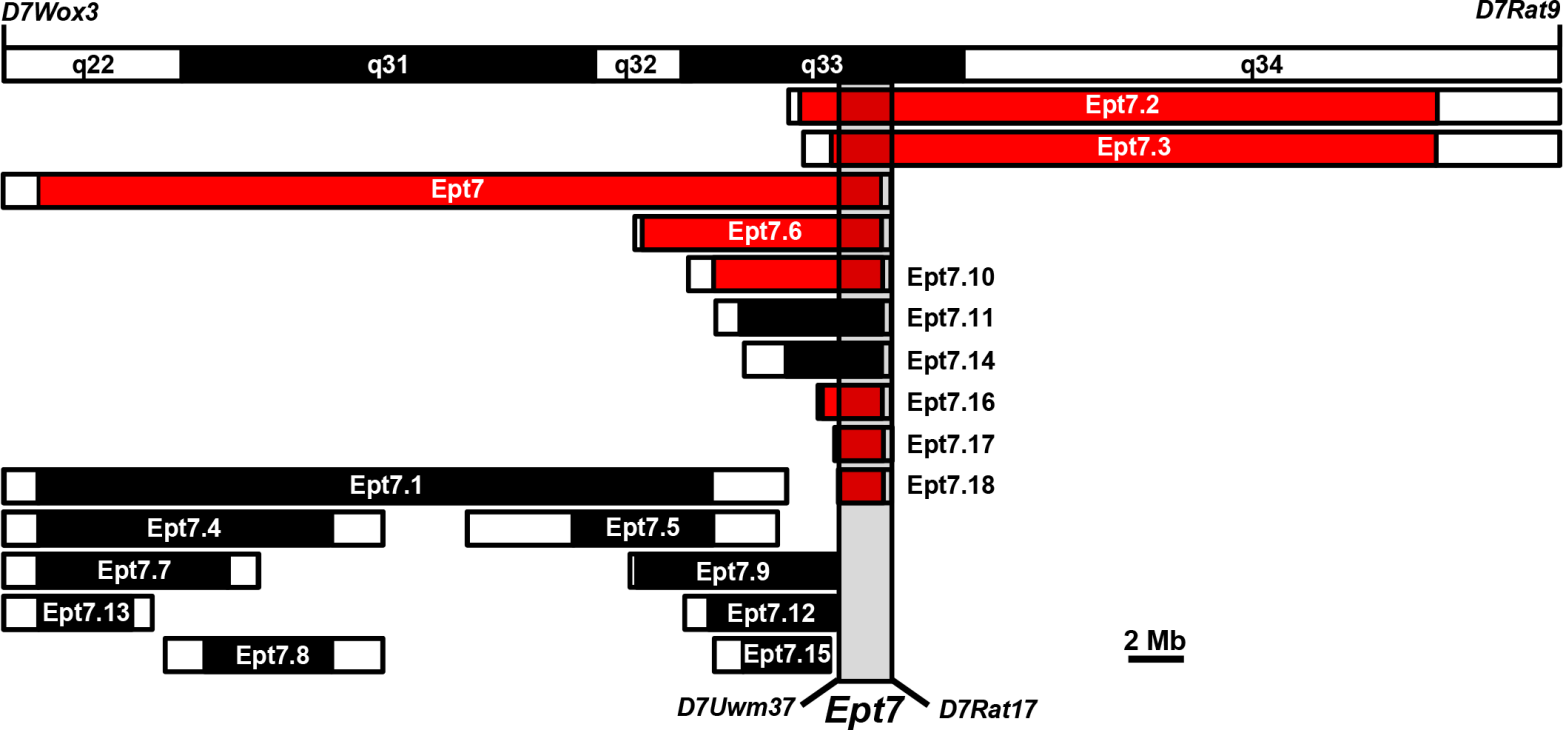
*Ept7* maps to a 1.91 Mb interval on rat chromosome 7. The ideogram at the top of the figure depicts the section of rat chromosome 7 that extends from *D7Wox3* (71.45 Mb) to *D7Rat9* (128.09 Mb). Each black or red filled horizontal box indicates the segment of RNO7 from the donor BN rat strain that was introgressed onto the genetic background of the recipient ACI strain to generate the indicated congenic rat strains. The white segments flanking a black or red box indicate regions of recombination (i.e., unknown genotype); all other segments of RNO7 were derived from the recipient ACI strain. Black boxes indicate congenic intervals in strains that did not exhibit reduced pituitary weight when compared to E2 treated ACI rats, whereas red boxes indicate congenic intervals in strains that exhibited reduced pituitary weight (P < 0.0025 by Wilcoxon rank sum test). The minimal *Ept7* interval extends over the 1.91 Mb segment of RNO7 from *D7Uwm37* (101.94 Mb) to *D7Rat17* (103.85 Mb), illustrated by the gray vertical box.

The Ept7.11 and Ept7.14 congenic strains appear to represent exceptions to the observed linkage between BN alleles across the 1.91 Mb Ept7 locus and reduced pituitary weight. Although Ept7.11 and Ept7.14 rats harbor BN alleles at *Ept7* and exhibited lower average pituitary weights, relative to ACI rats, the observed differences between these congenic rats and ACI rats did not achieve the stringent threshold of statistical significance (P < 0.0025) used to compensate for multiple comparisons (Table 1). However, it is important to note that the Ept7.11 and Ept7.14 rats were treated with E2 for an average of 194.4 and 194.6 days, respectively, which is 9 days longer than the average length of treatment for ACI rats. Because pituitary weight in E2 treated ACI and ACI-derived congenic rats increases as a function of the duration of treatment, we suggest that the 9 day longer duration of E2 treatment partially eclipsed the impact of BN alleles at *Ept7* on induction of pituitary lactotroph hyperplasia and associated pituitary growth during evaluation of the Ept7.11 and Ept7.14 congenic strains. Comparison of congenic rats to ACI rats based solely on genotype at *Ept7* revealed that average pituitary weight in congenic rats harboring BN alleles at *Ept7* was reduced by 57.6 mg (i.e., 30.3%; P = 9.5E-11), relative to ACI rats (Fig 3A). Moreover, the congenic rats harboring BN alleles at *Ept7* were treated with E2 for an average of 5.5 days longer than ACI rats (P = 3.47E-10) (Fig 3B), in large part because of a lower incidence of mortality associated with pituitary enlargement (P = 1.12E-11) (Fig 3C). By contrast, congenic rats harboring ACI alleles at *Ept7* did not differ from ACI rats with respect to pituitary weight (P = 0.99), duration of E2 treatment (P = 0.92), or survival (P = 0.59).

**Fig 3:**
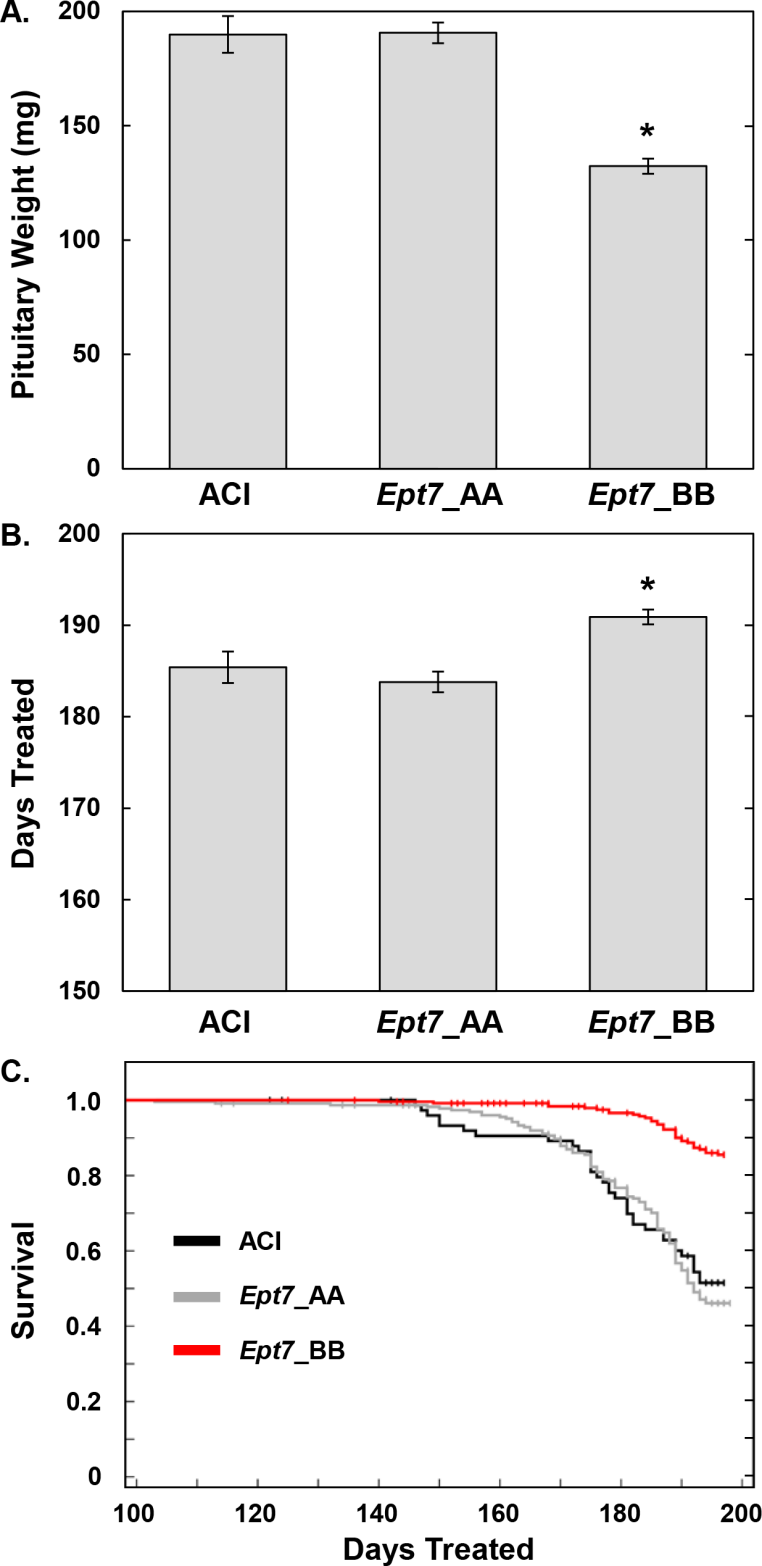
Impact of genotype at *Ept7* on estradiol-induced pituitary growth. Rats from the different congenic strains were pooled based on genotype across the minimal *Ept7* interval. Average pituitary weight (mg ± SEM) (A); average duration of E2 treatment (days ± SEM) (B); and survival over the course of E2 treatment (C) are illustrated for ACI rats (N = 70 (A), 70 (B) and 77 (C)), congenic rats that are homozygous for ACI alleles at *Ept7* (N = 212 (A), 212 (B) and 234 (C)), and congenic rats that are homozygous for BN alleles at *Ept7* (N = 239 (A), 239 (B) and 257 (C)). Animals removed from the study due to mammary cancer related phenotypes were censored in order to clearly illustrate the impact of pituitary tumor related morbidity on survival (ACI, 4 animals censored due to mammary tumor burden; AA congenics, 22 animals censored due to tumor burden; BB congenics, 30 animals censored due to tumor burden).

### Genomic features of the *Ept7* locus

The 1.91 Mb *Ept7* interval harbors two protein coding genes, *A1bg* and *Myc* (Fig 4). *A1bg* encodes alpha-1-B glycoprotein. Searches of the PubMed and GEO databases did not reveal any associations between *A1bg* and estrogen action in the pituitary gland or any other cell or tissue type. Evaluation of gene expression data from our lab (GEO accession number GDS2913) indicates that *A1bg* (probe id = 1369509_a_at) is expressed at a low level in the anterior pituitary gland with no significant differences being apparent between male ACI and BN rats, either sham treated or treated for 12 weeks with the synthetic estrogen diethylstilbestrol (Fig 5). *Myc* encodes Myc proto-oncogene, bHLH transcription factor, which has been functionally linked to development of multiple cancer types. Expression of *Myc* in the anterior pituitary gland is known to be enhanced by estrogens, and *MYC* is highly expressed in prolactinoma relative to normal pituitary [47–49]. Twelve weeks of treatment with diethylstilbestrol increased *Myc* mRNA expression (probe id = 1368308_at) in the anterior pituitary glands of male ACI and BN rats 5-fold (P = 3.8E-4) and 7-fold (P = 6.8E-3), respectively, and no significant differences were observed between the two rat strains. (Fig 5).

**Fig 4:**
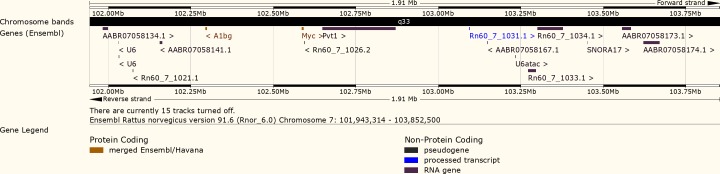
Genome landscape of the *Ept7* locus. This illustration represents the genome annotations assigned within 1.91 Mb *Ept7* locus (figure generated on February 28, 2018 using the Ensembl genome browser and rat genome assembly Rnor_6.0). The annotated features include: 1) two protein coding genes, *A1bg* and *Myc*; 2) *Pvt1*, which yields an assortment of long non-protein coding RNAs; 3) eight predicted genes that may yield long non-coding RNAs (Rn60_7_1031.1, Rn60_7_1033.1, Rn60_7_1034.1, AABR07058134.1, AABR07058141.1, AABR07058167.1, AABR07058173.1, and AABR07058174.1); 4) three predicted genes that may yield small nuclear RNAS (U6, U6, and U6atac); 5) one predicted gene that may yield a small nucleolar RNA (SNORA17); and 6) two processed pseudogenes (Rn60_7_1021.1 and Rn60_7_1026.2).

**Fig 5:**
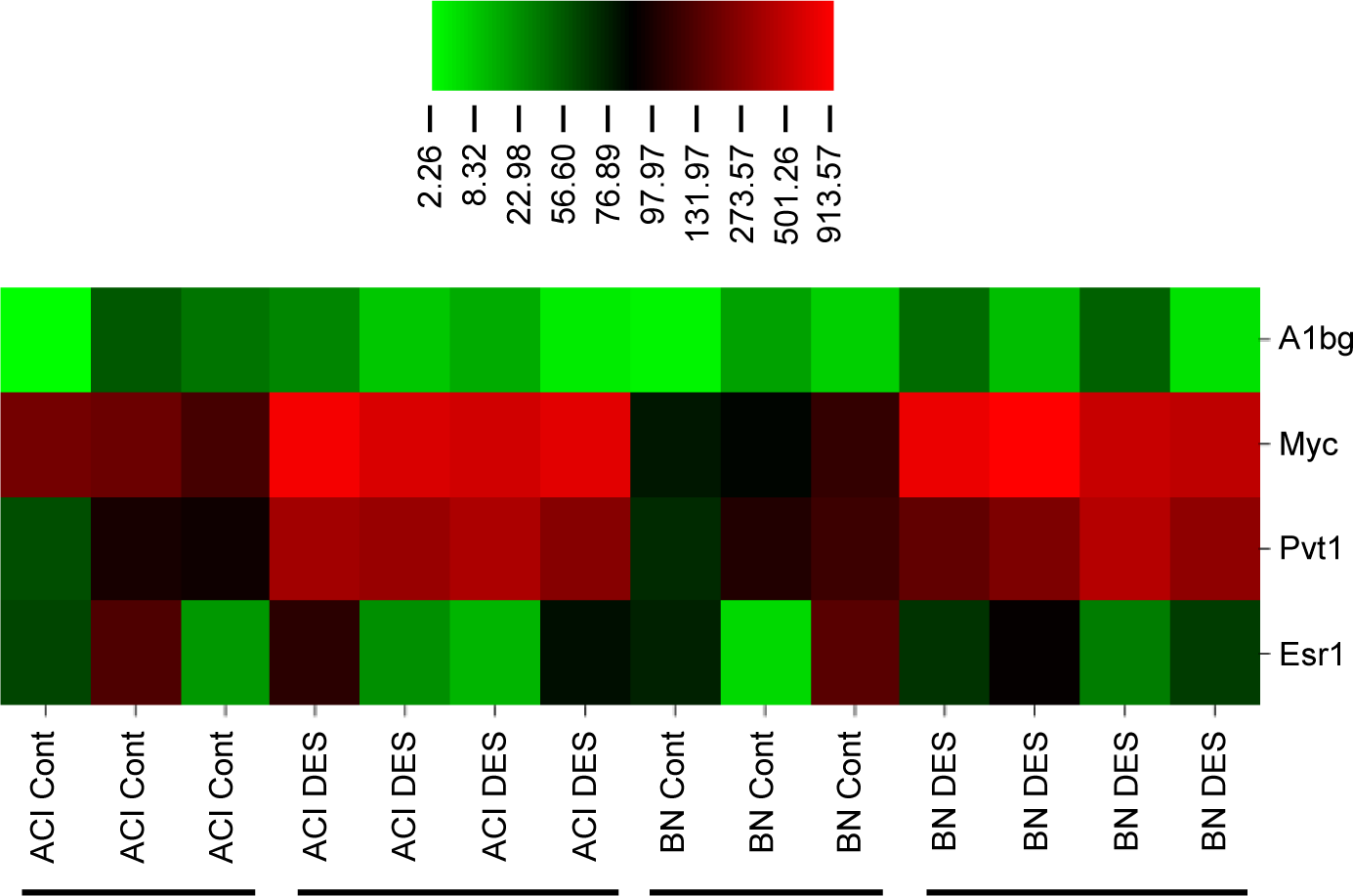
Expression of *Ept7* resident genes. Male ACI and BN rats were treated with the synthetic estrogen diethylstilbestrol (DES), released from subcutaneous Silastic implants, beginning at 9 weeks of age as described previously [33, 36]. Gene expression data were generated from individual rat anterior pituitary glands using Affymetrix GeneChip Rat Genome 230 2.0 Arrays as described previously [40] and the resulting data were deposited in the Gene Expression Omnibus (GEO) database (GEO accession number GDS2913). Data for *A1bg* (probe id = 1369509_a_at), *Myc* (probe id = 1368308_at), and *Pvt1* expression (probe id = 1384449_at) were extracted from this dataset and were illustrated using CIMminer (Genomics and Pharmacology Facility, Developmental Therapeutics Branch, National Cancer Institute, National Institutes of Health). DES treatment significantly increased expression of *Myc* and *Pvt1* in male ACI and BN rats. By contrast, expression of *A1bg* did not differ as a consequence of treatment. Also illustrated are expression data for *Esr1*, which encodes estrogen receptor alpha.

The *Ept7* locus also harbors several genes that drive expression of non-protein coding RNAs. Most noteworthy is *Pvt1*, which generates a diverse assortment of alternatively spliced RNAs as well as multiple microRNAs: *miR1204*, *miR1205*, *miR1206*, *miR1207-5p*, and *miR1207-3p*. Microarray data indicate that 12 weeks of treatment with DES increased *Pvt1* expression (probe id = 1384449_at) in the anterior pituitary glands of ACI and BN rats 3.6-fold (P = 9.0E-5) and 2.8-fold (P = 0.017), respectively (Fig 5). *Ept7* also harbors *miR1208*, which is generated from an as yet unidentified primary transcript. Although the miRNAs residing within *Ept7* have not been annotated onto the rat genome, their existence in the rat was predicted and BLAST analyses indicate their presence in the rat in the same relative locations and orientations as in the human and mouse genomes [50]. Finally, it is noted that *D7Rat17*, the marker that defines the distal boundary of *Ept7*, is annotated to two distinct locations on RNO7 separated by 58,383 nucleotides. The duplicated placement of this marker on RNO7 does not impact the results or interpretation of this study.

## Discussion

*Ept7* is one of 19 QTL that have been linked to estrogen-induced increases in pituitary weight, a well-defined surrogate phenotype for lactotroph hyperplasia/adenoma [28, 30, 33, 34, 51]. Data presented in this manuscript refine the location of *Ept7* to a 1.91 Mb interval on RNO7. *Ept7* is the first QTL linked to estrogen action in any cell type, tissue or organ system to be localized to a resolution of less than 2 Mb. The data presented strongly suggest that a genetic variant(s) that resides within *Ept7* impacts expression or function of one or more linked genes and thereby influences estrogen action on the pituitary lactotroph. The actions of the *Ept7* variant(s) could occur directly within the lactotroph itself (i.e., cell autonomous actions). This assertion is supported by *in vivo* and *in vitro* studies that demonstrate that estrogens act directly on the lactotroph to regulate proliferation and prolactin gene expression [25, 52–54]. Expression of at least two of the genes that reside within the *Ept7* locus, *Myc* and *Pvt1*, is increased by administered estrogen *in vivo*. Therefore, we consider *Myc* and *Pvt1* to be strong *Ept7* candidate genes. Alternatively, *Ept7* could act within another estrogen responsive pituitary or extrapituitary cell type that in turn influences lactotroph proliferation; e.g., the tuberoinfundibular neurons of the hypothalamus, which produce and release dopamine, a major negative regulator of lactotroph proliferation and prolactin gene transcription [55–57].

Lactotroph homeostasis is controlled by multiple endocrine factors in addition to estrogens. Prolactin, the primary protein product of the lactotroph, exhibits a wide variety of biological functions, including regulation of mammary gland development and lactation, regulation of maternal behavior, and regulation of the immune system [58]. We postulate that the genetic variants that reside within *Ept7* and the other QTL that control responsiveness of the lactotroph to estrogen exist within the *Rattus norvegicus* population to ensure that a subset of the rat population is able to maintain lactotroph homeostasis under geographical and/or temporal variations in environmental conditions. The pathogenic potential of these genetic variants, as revealed in inbred laboratory rat strains under conditions of prolonged stimulation of estrogen receptor dependent pathways, is informative regarding the molecular mechanisms of estrogen action on the pituitary lactotroph. Because *Homo sapiens* and *Rattus norvegicus* have co-existed and shared environmental challenges over many thousands of years, it is possible that population level variation within orthologous genomic elements in humans and rats may enhance genetic fitness of both species.

Rat models have been employed to map genetic variants that control estrogen action in multiple tissues, including the anterior pituitary [28, 30, 32–36, 59], mammary gland [39, 40, 42, 60], uterus [61, 62], thymus [63], and testis [64]. For the most part, these QTLs map to distinct regions of the rat genome, suggesting the underlying quantitative trait variants influence estrogen action in a cell type specific manner. *Ept7* appears to be the exception in that it localizes to the same region of RNO7 as *Emca4*, a QTL that influences development of estrogen-induced mammary cancer [34, 36, 42]. Data presented localize the *Ept7* quantitative trait variant(s) to the 1.91 Mb interval defined by markers *D7Uwm37* and *D7Rat17*. By contrast, data to be published elsewhere indicate that *Emca4* is a composite QTL that harbors multiple genetic variants that interact with one another to influence development of E2-induced mammary cancers. Although one or more of the *Emca4* quantitative trait variants resides within the same genomic interval as *Ept7*, the others reside proximal to *Ept7* on RNO7. Based upon these observations, it is possible that *Ept7* and *Emca4* may exhibit some overlap in their biological functions.

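*Myc*, *Pvt1* and *A1bg* can be read in the anterior pituitary glands of male rats treated with DES for 12 weeks, in 4 congenic lines that carry alleles of the Copenhagen (COP) strain on the ACI genetic background. The signal of none of these genes differed between the lines beyond the spread between arrays. *Myc*, which encodes a transcription factor that drives cell growth and division, gave a signal from 510 to 1086 with a median of 653. It ranked at a median percentile of 77.9 among the probe sets of an array. *Pvt1*, the long non-coding RNA gene beside *Myc*, ran from 170 to 432 with a median of 213, at a median percentile of 58.6. Both lay on every array above 65.2, the signal under which probe sets were left out as dim. Detection calls were not used. *A1bg*, which encodes a plasma glycoprotein in humans, stayed dim, from 1.8 to 52.7 with a median of 22.0, at a median percentile of 20.0.

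The COP segments of these lines lie at other loci for estrogen-induced pituitary growth, on chromosome 6 in Ept1, on chromosome 3 in Ept2 and in Ept6, and on chromosome 10 in Ept9, so that by the design of the lines none differs from ACI at *Ept7*. Each line is represented by 3 Affymetrix expression arrays. An implant of 5 mg of DES, a synthetic estrogen, was placed at 9 weeks of age and the glands were taken at 21 weeks. The deposited values are linear signals that the authors scaled so that every array has the same trimmed mean. Each of the 3 genes is read from 1 probe set, the same as in the paper. In the GRCr8 assembly all 3 genes lie on chromosome 7. *Pvt1* is the 2nd annotated gene after *Myc* in the order along the chromosome, with 1 uncharacterized locus between them. *A1bg* is not among the 8 annotated genes on either side of *Myc*, most of which are uncharacterized loci. This order gives no distance, and the paper places *A1bg* with *Myc* inside the *Ept7* interval.

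The *Myc* signal was 686 ± 198 (SD, n = 3) in Ept1, 844 ± 219 (SD, n = 3) in Ept2, 618 ± 40.7 (SD, n = 3) in Ept6 and 625 ± 59.8 (SD, n = 3) in Ept9. These means did not differ beyond the spread between arrays (exact permutation test over 15400 partitions of the arrays, p = 0.318, and limma F test, p = 0.461 when adjusted over these 3 genes and *Esr1*). The *Pvt1* signal was 233 ± 69.3 (SD, n = 3) in Ept1, 208 ± 34.7 (SD, n = 3) in Ept2, 196 ± 23.4 (SD, n = 3) in Ept6 and 318 ± 106 (SD, n = 3) in Ept9. The mean was highest in Ept9, but the difference between lines was within the spread between arrays (exact permutation p = 0.156, adjusted limma p = 0.427). With 3 arrays per line a moderate difference can be missed. In 2 of 22 alternatives *Pvt1* had an unadjusted limma p under 0.05, at 0.0256 without the 3rd Ept9 array and 0.0484 without the 3rd Ept1 array. It was 0.406 without the 1st Ept9 array, which holds the highest signal (432), and 0.199 without the 2nd Ept9 array. The higher mean in Ept9 thus rests largely on 1 array. For *A1bg* the means ran from 18.6 ± 21.6 (SD, n = 3) in Ept6 to 34.2 ± 21.2 (SD, n = 3) in Ept2, with wide SDs (exact permutation p = 0.727, adjusted limma p = 0.668). A difference between lines in *A1bg* was not detectable at this signal.

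**Figure D1:**
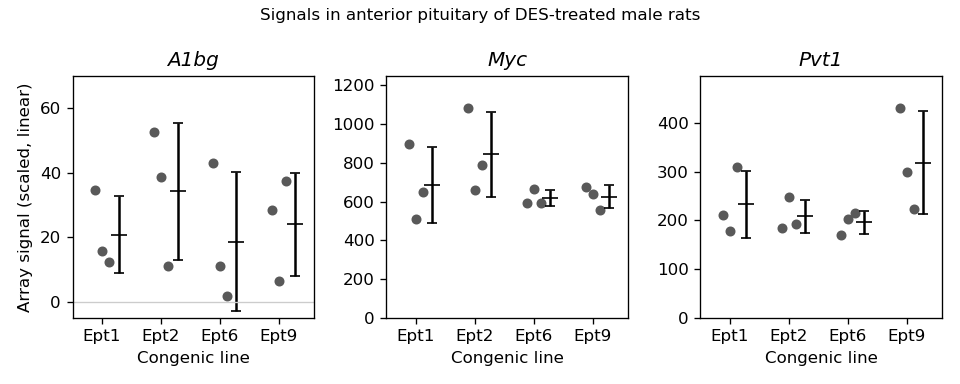
Array signal (linear, scaled by the authors) of *A1bg*, *Myc* and *Pvt1* in the anterior pituitary gland of DES-treated male rats of the Ept1, Ept2, Ept6 and Ept9 congenic lines, on 3 separate vertical scales. Each point is 1 array, and the bar beside each group of 3 points gives the mean and SD. *Myc* lies between 510 and 1086 in every line, *Pvt1* between 170 and 432, and *A1bg* between 1.8 and 52.7.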

The *Ept7* locus harbors two annotated protein coding genes, *A1bg* and *Myc*, in addition to genes that generate non-protein coding transcripts, most notably *Pvt1*. Zero published studies were retrieved when the PubMed database was queried using the search terms ‘A1bg and pituitary’ or ‘A1bg and estrogen’. Moreover, although *A1bg* resides proximal to *Myc* in the rat and mouse genomes, in the human genome *A1BG* is not linked to *MYC* on chromosome 8q24 but instead resides on chromosome 19. Consequently, we do not consider *A1bg* to be a high priority *Ept7* candidate.

By contrast, *MYC* is a well characterized protooncogene that is aberrantly overexpressed in many cancer types [65]. Estrogens enhance *Myc* expression in the rat anterior pituitary gland as well as in GH3 rat pituitary tumor cells [49, 66]. Moreover, *MYC* is overexpressed in prolactinomas, relative to the normal anterior pituitary gland [49]. Together, these data suggest that *MYC* may contribute to prolactinoma development in humans and estrogen treated rats. *Pvt1* is representative of a type 3 supergene because it generates a variety of transcripts through use of multiple promoters and alternative transcript splicing/processing to yield multiple functional RNA products [67]. Emerging data suggest the RNA products generated from *Pvt1* coordinately regulate large networks of genes [68]. Multiple studies reveal functional interactions between *MYC* and *PVT1*. For example, *MYC* and *PVT1* are almost always co-amplified in cancers that exhibit somatic copy number gains at 8q24, and mouse models have been used to demonstrate that a single copy gain of a chromosome segment harboring *Myc* and *Pvt1* enhances mammary tumorigenesis driven by an *MMTV-NEU* transgene, whereas single copy gains of *Myc* or *Pvt1* alone do not [69]. In addition, MYC has been demonstrated to activate transcription from the *PVT1* promoter in cultured cells [70]. More recently, the *MYC* and *PVT1* promoters have been shown to compete for engagement with a set of enhancers located within *PVT1* [71]. We are working to define the functions of *Pvt1* and the different miRNAs residing within the *Ept7* locus in the rat mammary and pituitary glands.

Data presented herein indicate the *Ept7* locus harbors a variant(s) that influences the actions of estrogens in the regulation of pituitary lactotroph proliferation as reflected in development of E2-induced lactotroph hyperplasia/adenoma. Data to be published elsewhere indicate that a variant(s) within the same genome interval are part of a multipartite genetic element that controls estrogen action in the rat mammary gland and influences susceptibility to E2-induced mammary cancer. The region of the human genome that is orthologous to *Ept7* has been linked in genome wide association studies to multiple cancer types, developmental defects, and physiological phenotypes (S2 Table). For example, SNPs residing within the *Ept7* orthologous region have been associated with breast cancer [72–74], endometrial cancer [75], and epithelial and high grade serous ovarian cancers [76]. Estrogens have been implicated in the development of each of these cancer types. Therefore, molecular characterization of the genes and variants that reside in *Ept7* may yield novel insights into the etiology of multiple diseases.

## Supporting information

S1 Fig Pituitary weights in E2 treated ACI females by date of necropsy. Fifteen groups of ACI females were evaluated starting at different points over a five-year period contemporaneous to their congenic counterparts. Female rats were treated with E2, released from subcutaneous Silastic implants, beginning at 9 weeks of age as described in Materials and Methods. Animals were euthanized upon observation of any treatment associated morbidity or following 28 weeks of treatment. Pituitary weight measured at necropsy is indicated on the y-axis; date of necropsy is indicated on the x-axis (month-year). Each data point represents one individual. The dashed line indicates the mean for the population (189.9 mg); the shaded region demarcates one standard deviation from the mean (± 67.0 mg). The dotted line indicates best fit by linear regression in Microsoft Excel 2016 (y = -0.0157x + 832.19); N = 70.
(TIF) Click here for additional data file.

S1 Table Genetic characteristics of Ept7 congenic strains. (DOCX) Click here for additional data file.

S2 Table SNPs within human *Ept7* orthologous region associated (GWAS) with disease and normal physiologic phenotypes. (XLSX) Click here for additional data file.

## References

[1] MolitchME. Diagnosis and Treatment of Pituitary Adenomas: A Review. JAMA: the journal of the American Medical Association. 2017;317(5):516–24. 10.1001/jama.2016.19699 .28170483

[2] MelmedS. Pathogenesis of pituitary tumors. Nature reviews Endocrinology. 2011;7(5):257–66. 10.1038/nrendo.2011.40 .21423242

[3] AsaSL, EzzatS. The pathogenesis of pituitary tumors. Annu Rev Pathol. 2009;4:97–126. 10.1146/annurev.pathol.4.110807.092259 .19400692

[4] DworakowskaD, GrossmanAB. The pathophysiology of pituitary adenomas. Best practice & research Clinical endocrinology & metabolism. 2009;23(5):525–41. 10.1016/j.beem.2009.05.004 .19945021

[5] ChahalHS, ChappleJP, FrohmanLA, GrossmanAB, KorbonitsM. Clinical, genetic and molecular characterization of patients with familial isolated pituitary adenomas (FIPA). Trends in endocrinology and metabolism: TEM. 2010;21(7):419–27. 10.1016/j.tem.2010.02.007 .20570174

[6] MolitchME. Pituitary disorders during pregnancy. Endocrinology and metabolism clinics of North America. 2006;35(1):99–116, vi. 10.1016/j.ecl.2005.09.011 .16310644

[7] CasanuevaFF, MolitchME, SchlechteJA, AbsR, BonertV, BronsteinMD, et al Guidelines of the Pituitary Society for the diagnosis and management of prolactinomas. Clinical endocrinology. 2006;65(2):265–73. 10.1111/j.1365-2265.2006.02562.x .16886971

[8] ColaoA, SavastanoS. Medical treatment of prolactinomas. Nature reviews Endocrinology. 2011;7(5):267–78. 10.1038/nrendo.2011.37 .21423245

[9] GoorenLJ, AssiesJ, AsschemanH, de SlegteR, van KesselH. Estrogen-induced prolactinoma in a man. The Journal of clinical endocrinology and metabolism. 1988;66(2):444–6. 10.1210/jcem-66-2-444 .3339116

[10] AsschemanH, GoorenLJ, AssiesJ, SmitsJP, de SlegteR. Prolactin levels and pituitary enlargement in hormone-treated male-to-female transsexuals. Clinical endocrinology. 1988;28(6):583–8. .297826210.1111/j.1365-2265.1988.tb03849.x

[11] KovacsK, StefaneanuL, EzzatS, SmythHS. Prolactin-producing pituitary adenoma in a male-to-female transsexual patient with protracted estrogen administration. A morphologic study. Archives of pathology & laboratory medicine. 1994;118(5):562–5. .8192565

[12] SerriO, NoiseuxD, RobertF, HardyJ. Lactotroph hyperplasia in an estrogen treated male-to-female transsexual patient. The Journal of clinical endocrinology and metabolism. 1996;81(9):3177–9. 10.1210/jcem.81.9.8784065 .8784065

[13] GoorenLJ, GiltayEJ, BunckMC. Long-term treatment of transsexuals with cross-sex hormones: extensive personal experience. The Journal of clinical endocrinology and metabolism. 2008;93(1):19–25. 10.1210/jc.2007-1809 .17986639

[14] MuellerA, GoorenL. Hormone-related tumors in transsexuals receiving treatment with cross-sex hormones. European journal of endocrinology / European Federation of Endocrine Societies. 2008;159(3):197–202. 10.1530/EJE-08-0289 .18567667

[15] BunckMC, DebonoM, GiltayEJ, VerheijenAT, DiamantM, GoorenLJ. Autonomous prolactin secretion in two male-to-female transgender patients using conventional oestrogen dosages. BMJ case reports. 2009;2009 10.1136/bcr.02.2009.1589 ; PubMed Central PMCID: PMC3029513.21829422PMC3029513

[16] Garcia-MalpartidaK, Martin-GorgojoA, RochaM, Gomez-BalaguerM, Hernandez-MijaresA. Prolactinoma induced by estrogen and cyproterone acetate in a male-to-female transsexual. Fertility and sterility. 2010;94(3):1097 e13–5. 10.1016/j.fertnstert.2010.01.076 .20227072

[17] CunhaFS, DomeniceS, CamaraVL, SirciliMH, GoorenLJ, MendoncaBB, et al Diagnosis of prolactinoma in two male-to-female transsexual subjects following high-dose cross-sex hormone therapy. Andrologia. 2014 10.1111/and.12317 .25059808

[18] GorskiJ, WendellD, GreggD, ChunTY. Estrogens and the genetic control of tumor growth. Progress in clinical and biological research. 1997;396:233–43. .9108601

[19] SarkarDK, HentgesST, DeA, ReddyRH. Hormonal control of pituitary prolactin-secreting tumors. Frontiers in bioscience: a journal and virtual library. 1998;3:d934–43. .969688410.2741/a334

[20] SpadyTJ, McCombRD, ShullJD. Estrogen action in the regulation of cell proliferation, cell survival, and tumorigenesis in the rat anterior pituitary gland. Endocrine. 1999;11(3):217–33. Epub 2000/04/29. 10.1385/ENDO:11:3:217 .10786818

[21] SarkarDK. Genesis of prolactinomas: studies using estrogen-treated animals. Frontiers of hormone research. 2006;35:32–49. 10.1159/000094307 ; PubMed Central PMCID: PMC2882189.16809921PMC2882189

[22] StoneJP, HoltzmanS, ShellabargerCJ. Neoplastic responses and correlated plasma prolactin levels in diethylstilbestrol-treated ACI and Sprague-Dawley rats. Cancer research. 1979;39(3):773–8. Epub 1979/03/01. .427764

[23] HoltzmanS, StoneJP, ShellabargerCJ. Influence of diethylstilbestrol treatment on prolactin cells of female ACI and Sprague-Dawley rats. Cancer research. 1979;39(3):779–84. .427765

[24] WiklundJ, RutledgeJ, GorskiJ. A genetic model for the inheritance of pituitary tumor susceptibility in F344 rats. Endocrinology. 1981;109(5):1708–14. 10.1210/endo-109-5-1708 .7297501

[25] WiklundJ, WertzN, GorskiJ. A comparison of estrogen effects on uterine and pituitary growth and prolactin synthesis in F344 and Holtzman rats. Endocrinology. 1981;109(5):1700–7. 10.1210/endo-109-5-1700 .7297500

[26] WiklundJA, GorskiJ. Genetic differences in estrogen-induced deoxyribonucleic acid synthesis in the rat pituitary: correlations with pituitary tumor susceptibility. Endocrinology. 1982;111(4):1140–9. 10.1210/endo-111-4-1140 .7117195

[27] WendellDL, HermanA, GorskiJ. Genetic separation of tumor growth and hemorrhagic phenotypes in an estrogen-induced tumor. Proceedings of the National Academy of Sciences of the United States of America. 1996;93(15):8112–6. ; PubMed Central PMCID: PMC38884.875561210.1073/pnas.93.15.8112PMC38884

[28] WendellDL, GorskiJ. Quantitative trait loci for estrogen-dependent pituitary tumor growth in the rat. Mammalian genome: official journal of the International Mammalian Genome Society. 1997;8(11):823–9. .933739410.1007/s003359900586

[29] SpadyTJ, PenningtonKL, McCombRD, ShullJD. Genetic bases of estrogen-induced pituitary growth in an intercross between the ACI and Copenhagen rat strains: dominant mendelian inheritance of the ACI phenotype. Endocrinology. 1999;140(6):2828–35. Epub 1999/05/26. 10.1210/endo.140.6.6757 .10342874

[30] WendellDL, DaunSB, StrattonMB, GorskiJ. Different functions of QTL for estrogen-dependent tumor growth of the rat pituitary. Mammalian genome: official journal of the International Mammalian Genome Society. 2000;11(10):855–61. .1100369910.1007/s003350010168

[31] SclafaniRV, WendellDL. Suppression of estrogen-dependent MMP-9 expression by Edpm5, a genetic locus for pituitary tumor growth in rat. Molecular and cellular endocrinology. 2001;176(1–2):145–53. .1136945410.1016/s0303-7207(01)00401-4

[32] PandeyJ, BannoutA, WendellDL. The Edpm5 locus prevents the 'angiogenic switch' in an estrogen-induced rat pituitary tumor. Carcinogenesis. 2004;25(10):1829–38. 10.1093/carcin/bgh192 .15166088

[33] StreckerTE, SpadyTJ, SchafferBS, GouldKA, KaufmanAE, ShenF, et al Genetic bases of estrogen-induced pituitary tumorigenesis: identification of genetic loci determining estrogen-induced pituitary growth in reciprocal crosses between the ACI and Copenhagen rat strains. Genetics. 2005;169(4):2189–97. Epub 2005/02/03. 10.1534/genetics.104.039370 ; PubMed Central PMCID: PMC1449615.15687265PMC1449615

[34] ShullJD, LachelCM, MurrinCR, PenningtonKL, SchafferBS, StreckerTE, et al Genetic control of estrogen action in the rat: mapping of QTLs that impact pituitary lactotroph hyperplasia in a BN x ACI intercross. Mammalian genome: official journal of the International Mammalian Genome Society. 2007;18(9):657–69. Epub 2007/09/19. 10.1007/s00335-007-9052-2 .17876666

[35] KurzSG, HansenKK, McLaughlinMT, ShivaswamyV, SchafferBS, GouldKA, et al Tissue-specific actions of the Ept1, Ept2, Ept6, and Ept9 genetic determinants of responsiveness to estrogens in the female rat. Endocrinology. 2008;149(8):3850–9. Epub 2008/04/19. 10.1210/en.2008-0173 ; PubMed Central PMCID: PMC2488241.18420736PMC2488241

[36] KurzSG, DennisonKL, SamanasNB, HickmanMP, EckertQA, WalkerTL, et al Ept7 influences estrogen action in the pituitary gland and body weight of rats. Mammalian genome: official journal of the International Mammalian Genome Society. 2014;25(5–6):244–52. Epub 2014/01/23. 10.1007/s00335-014-9504-4 ; PubMed Central PMCID: PMC4035442.24448715PMC4035442

[37] Guide for the Care and Use of Laboratory Animals. Eighth ed. Washington, D.C.: National Academies Press; 2011.21595115

[38] DennisonKL, SamanasNB, HarendaQE, HickmanMP, SeilerNL, DingL, et al Development and characterization of a novel rat model of estrogen-induced mammary cancer. Endocrine-related cancer. 2015;22(2):239–48. 10.1530/ERC-14-0539 ; PubMed Central PMCID: PMC4372900.25800038PMC4372900

[39] CollettiJA2nd, Leland-WavrinKM, KurzSG, HickmanMP, SeilerNL, SamanasNB, et al Validation of six genetic determinants of susceptibility to estrogen-induced mammary cancer in the rat and assessment of their relevance to breast cancer risk in humans. G3. 2014;4(8):1385–94. 10.1534/g3.114.011163 ; PubMed Central PMCID: PMC4132170.24875630PMC4132170

[40] SchafferBS, Leland-WavrinKM, KurzSG, CollettiJA, SeilerNL, WarrenCL, et al Mapping of three genetic determinants of susceptibility to estrogen-induced mammary cancer within the Emca8 locus on rat chromosome 5. Cancer prevention research. 2013;6(1):59–69. Epub 2012/11/16. 10.1158/1940-6207.CAPR-12-0346-T ; PubMed Central PMCID: PMC3536887.23151807PMC3536887

[41] DingL, ZhaoY, WarrenCL, SullivanR, EliceiriKW, ShullJD. Association of cellular and molecular responses in the rat mammary gland to 17beta-estradiol with susceptibility to mammary cancer. BMC cancer. 2013;13:573 Epub 2013/12/07. 10.1186/1471-2407-13-573 .24304664PMC3924185

[42] SchafferBS, LachelCM, PenningtonKL, MurrinCR, StreckerTE, TochacekM, et al Genetic bases of estrogen-induced tumorigenesis in the rat: mapping of loci controlling susceptibility to mammary cancer in a Brown Norway x ACI intercross. Cancer research. 2006;66(15):7793–800. Epub 2006/08/04. 10.1158/0008-5472.CAN-06-0143 .16885383

[43] Drinkwater NR. MSTAT Version 6.4.2 2018. Available from: http://www.mcardle.wisc.edu/mstat/index.html.

[44] NigamR, LaulederkindSJ, HaymanGT, SmithJR, WangSJ, LowryTF, et al Rat Genome Database: a unique resource for rat, human, and mouse quantitative trait locus data. Physiological genomics. 2013;45(18):809–16. Epub 2013/07/25. 10.1152/physiolgenomics.00065.2013 ; PubMed Central PMCID: PMC3783816.23881287PMC3783816

[45] LaulederkindSJ, HaymanGT, WangSJ, SmithJR, LowryTF, NigamR, et al The Rat Genome Database 2013—data, tools and users. Briefings in bioinformatics. 2013;14(4):520–6. Epub 2013/02/26. 10.1093/bib/bbt007 ; PubMed Central PMCID: PMC3713714.23434633PMC3713714

[46] ZerbinoDR, AchuthanP, AkanniW, AmodeMR, BarrellD, BhaiJ, et al Ensembl 2018. Nucleic acids research. 2018;46(D1):D754–D61. Epub 2017/11/21. 10.1093/nar/gkx1098 ; PubMed Central PMCID: PMCPMC5753206.29155950PMC5753206

[47] SzijanI, ParmaDL, EngelNI. Expression of c-myc and c-fos protooncogenes in the anterior pituitary gland of the rat. Effect of estrogen. Hormone and metabolic research = Hormon- und Stoffwechselforschung = Hormones et metabolisme. 1992;24(4):154–7. 10.1055/s-2007-1003283 .1601388

[48] ChernavskyAC, ValeraniAV, BurdmanJA. Haloperidol and oestrogens induce c-myc and c-fos expression in the anterior pituitary gland of the rat. Neurological research. 1993;15(5):339–43. .790560910.1080/01616412.1993.11740158

[49] TongY, ZhengY, ZhouJ, OyesikuNM, KoefflerHP, MelmedS. Genomic characterization of human and rat prolactinomas. Endocrinology. 2012;153(8):3679–91. 10.1210/en.2012-1056 ; PubMed Central PMCID: PMC3404356.22635680PMC3404356

[50] HuppiK, VolfovskyN, RunfolaT, JonesTL, MackiewiczM, MartinSE, et al The identification of microRNAs in a genomically unstable region of human chromosome 8q24. Molecular cancer research: MCR. 2008;6(2):212–21. 10.1158/1541-7786.MCR-07-0105 .18314482

[51] JerryDJ, ShullJD, HadsellDL, RijnkelsM, DunphyKA, SchneiderSS, et al Genetic variation in sensitivity to estrogens and breast cancer risk. Mammalian genome: official journal of the International Mammalian Genome Society. 2018;29(1–2):24–37. Epub 2018/03/01. 10.1007/s00335-018-9741-z .29487996PMC5936622

[52] LiebermanME, MaurerRA, ClaudeP, WiklundJ, WertzN, GorskiJ. Regulation of pituitary growth and prolactin gene expression by estrogen. Advances in experimental medicine and biology. 1981;138:151–63. .734271310.1007/978-1-4615-7192-6_9

[53] ShullJD, GorskiJ. The hormonal regulation of prolactin gene expression: an examination of mechanisms controlling prolactin synthesis and the possible relationship of estrogen to these mechanisms. Vitamins and hormones. 1986;43:197–249. Epub 1986/01/01. .243154310.1016/s0083-6729(08)60421-5

[54] ShullJD, WalentJH, GorskiJ. Estradiol stimulates prolactin gene transcription in primary cultures of rat anterior pituitary cells. Journal of steroid biochemistry. 1987;26(4):451–6. Epub 1987/04/01. .358666010.1016/0022-4731(87)90055-0

[55] SpadyTJ, HarvellDM, Lemus-WilsonA, StreckerTE, PenningtonKL, Vander WoudeEA, et al Modulation of estrogen action in the rat pituitary and mammary glands by dietary energy consumption. The Journal of nutrition. 1999;129(2S Suppl):587S–90S. Epub 1999/03/04. 10.1093/jn/129.2.587S .10064338

[56] Shaw-BruhaCM, HappeHK, MurrinLC, Rodriguez-SierraJF, ShullJD. 17 beta-Estradiol inhibits the production of dopamine by the tuberoinfundibular dopaminergic neurons of the male rat. Brain research bulletin. 1996;40(1):33–6. Epub 1996/01/01. .872275010.1016/0361-9230(96)00004-4

[57] ShullJD, GorskiJ. Regulation of prolactin gene transcription in vivo: interactions between estrogen, pimozide, and alpha-ergocryptine. Molecular pharmacology. 1990;37(2):215–21. Epub 1990/02/01. .1968222

[58] GoffinV, BinartN, TouraineP, KellyPA. Prolactin: the new biology of an old hormone. Annu Rev Physiol. 2002;64:47–67. Epub 2002/02/05. 10.1146/annurev.physiol.64.081501.131049 .11826263

[59] WendellDL, PandeyJ, KelleyP. A congenic strain of rat for investigation of control of estrogen-induced growth. Mammalian genome: official journal of the International Mammalian Genome Society. 2002;13(11):664–6. 10.1007/s00335-002-2183-6 .12461653

[60] GouldKA, TochacekM, SchafferBS, ReindlTM, MurrinCR, LachelCM, et al Genetic determination of susceptibility to estrogen-induced mammary cancer in the ACI rat: mapping of Emca1 and Emca2 to chromosomes 5 and 18. Genetics. 2004;168(4):2113–25. Epub 2004/12/22. 10.1534/genetics.104.033878 ; PubMed Central PMCID: PMC1448731.15611180PMC1448731

[61] GouldKA, PandeyJ, LachelCM, MurrinCR, FloodLA, PenningtonKL, et al Genetic mapping of Eutr1, a locus controlling E2-induced pyometritis in the Brown Norway rat, to RNO5. Mammalian genome: official journal of the International Mammalian Genome Society. 2005;16(11):854–64. Epub 2005/11/15. 10.1007/s00335-005-0070-7 .16284801

[62] PandeyJ, GouldKA, McCombRD, ShullJD, WendellDL. Localization of Eutr2, a locus controlling susceptibility to DES-induced uterine inflammation and pyometritis, to RNO5 using a congenic rat strain. Mammalian genome: official journal of the International Mammalian Genome Society. 2005;16(11):865–72. Epub 2005/11/15. 10.1007/s00335-005-0071-6 .16284802

[63] GouldKA, StreckerTE, HansenKK, BynoteKK, PetersonKA, ShullJD. Genetic mapping of loci controlling diethylstilbestrol-induced thymic atrophy in the Brown Norway rat. Mammalian genome: official journal of the International Mammalian Genome Society. 2006;17(5):451–64. Epub 2006/05/12. 10.1007/s00335-005-0183-z .16688534

[64] TachibanaM, LuL, HiaiH, TamuraA, MatsushimaY, ShisaH. Quantitative trait loci determining weight reduction of testes and pituitary by diethylstilbesterol in LEXF and FXLE recombinant inbred strain rats. Experimental animals / Japanese Association for Laboratory Animal Science. 2006;55(2):91–5. .1665169110.1538/expanim.55.91

[65] CarrollPA, FreieBW, MathsyarajaH, EisenmanRN. The MYC transcription factor network: balancing metabolism, proliferation and oncogenesis. Front Med. 2018 Epub 2018/07/29. 10.1007/s11684-018-0650-z .30054853PMC7358075

[66] FujimotoN, IgarashiK, KannoJ, InoueT. Identification of estrogen-responsive genes in the GH3 cell line by cDNA microarray analysis. The Journal of steroid biochemistry and molecular biology. 2004;91(3):121–9. Epub 2004/07/28. 10.1016/j.jsbmb.2004.02.006 .15276619

[67] AnastasiadouE, JacobLS, SlackFJ. Non-coding RNA networks in cancer. Nature reviews Cancer. 2018;18(1):5–18. 10.1038/nrc.2017.99 .29170536PMC6337726

[68] PaciP, ColomboT, FarinaL. Computational analysis identifies a sponge interaction network between long non-coding RNAs and messenger RNAs in human breast cancer. BMC systems biology. 2014;8:83 10.1186/1752-0509-8-83 ; PubMed Central PMCID: PMC4113672.25033876PMC4113672

[69] TsengYY, MoriarityBS, GongW, AkiyamaR, TiwariA, KawakamiH, et al PVT1 dependence in cancer with MYC copy-number increase. Nature. 2014;512(7512):82–6. 10.1038/nature13311 .25043044PMC4767149

[70] CarramusaL, ContinoF, FerroA, MinafraL, PercontiG, GiallongoA, et al The PVT-1 oncogene is a Myc protein target that is overexpressed in transformed cells. Journal of cellular physiology. 2007;213(2):511–8. 10.1002/jcp.21133 .17503467

[71] ChoSW, XuJ, SunR, MumbachMR, CarterAC, ChenYG, et al Promoter of lncRNA Gene PVT1 Is a Tumor-Suppressor DNA Boundary Element. Cell. 2018;173(6):1398–412 e22. Epub 2018/05/08. 10.1016/j.cell.2018.03.068 ; PubMed Central PMCID: PMCPMC5984165.29731168PMC5984165

[72] MichailidouK, BeesleyJ, LindstromS, CanisiusS, DennisJ, LushMJ, et al Genome-wide association analysis of more than 120,000 individuals identifies 15 new susceptibility loci for breast cancer. Nature genetics. 2015;47(4):373–80. 10.1038/ng.3242 .25751625PMC4549775

[73] MichailidouK, HallP, Gonzalez-NeiraA, GhoussainiM, DennisJ, MilneRL, et al Large-scale genotyping identifies 41 new loci associated with breast cancer risk. Nature genetics. 2013;45(4):353–61, 61e1-2. Epub 2013/03/29. 10.1038/ng.2563 ; PubMed Central PMCID: PMC3771688.23535729PMC3771688

[74] MichailidouK, LindstromS, DennisJ, BeesleyJ, HuiS, KarS, et al Association analysis identifies 65 new breast cancer risk loci. Nature. 2017;551(7678):92–4. 10.1038/nature24284 .29059683PMC5798588

[75] ChengTH, ThompsonDJ, O'MaraTA, PainterJN, GlubbDM, FlachS, et al Five endometrial cancer risk loci identified through genome-wide association analysis. Nature genetics. 2016;48(6):667–74. 10.1038/ng.3562 ; PubMed Central PMCID: PMCPMC4907351.27135401PMC4907351

[76] PhelanCM, KuchenbaeckerKB, TyrerJP, KarSP, LawrensonK, WinhamSJ, et al Identification of 12 new susceptibility loci for different histotypes of epithelial ovarian cancer. Nature genetics. 2017;49(5):680–91. 10.1038/ng.3826 ; PubMed Central PMCID: PMCPMC5612337.28346442PMC5612337

# Supplementary material for: Ept7, a quantitative trait locus that controls estrogen-induced pituitary lactotroph hyperplasia in rat, is orthologous to a locus in humans that has been associated with numerous cancer types and common diseases
**Source:** PLoS One. 2018 Sep 27;13(9):e0204727. doi: 10.1371/journal.pone.0204727
**Supplement:** S1 Table

**S1 Table. Genetic Characteristics of Ept7 Congenic Strains**

| **Strain Designation** | **Strain Abbreviation** | **Proximal**  **ACI** | **Proximal**  **BN** | **Distal**  **BN** | **Distal**  **ACI** | **RGD ID^1^** |
| --- | --- | --- | --- | --- | --- | --- |
| ACI.BN-(*D7Rat164-D7Uwm27*)/Shul | Ept7 | *D7Wox3*  71.45 Mb | *D7Rat164*  72.75 Mb | *D7Uwm27*  103.64 Mb | *D7Rat17^2^*  103.85 Mb | 7248725 |
| ACI.BN-(D7Rat164-D7Uwm33)/Shul | Ept7.1 | *D7Wox3*  71.45 Mb | *D7Rat164*  72.75 Mb | *D7Uwm33*  97.35 Mb | *D7Arb15*  100.16 Mb | 7248733 |
| ACI.BN-(D7Uwm41-D7Mit16)/Shul | Ept7.2 | *D7Arb15*  100.16 Mb | *D7Uwm41*  100.59 Mb | *D7Mit16*  123.60 Mb | *D7Rat9*  128.09 Mb | 7248746 |
| ACI.BN-(D7Uwm28-D7Mit16)/Shul | Ept7.3 | *D7Uwm41*  100.59 Mb | *D7Uwm28*  101.68 Mb | *D7Mit16*  123.60 Mb | *D7Rat9*  128.09 Mb | 7248748 |
| ACI.BN-(*D7Rat164-D7Uwm30*)/Shul | Ept7.4 | *D7Wox3*  71.45 Mb | *D7Rat164*  72.75 Mb | *D7Uwm30*  83.37 Mb | *D7Got50*  85.27 Mb | 7248727 |
| ACI.BN-(D7Rat42-D7Uwm33)/Shul | Ept7.5 | *D7Mit5*  88.37 Mb | *D7Rat42*  92.23 Mb | *D7Uwm33*  97.35 Mb | *rgdv775930055-A^3^*  99.73 Mb | 7364932 |
| ACI.BN-(*D7Uwm32*-*D7Uwm27*)/Shul | Ept7.6 | *D7Uwm34*  94.38 Mb | *D7Uwm32*  94.64 Mb | *D7Uwm27*  103.64 Mb | *D7Rat17^2^*  103.85 Mb | 7248736 |
| ACI.BN-(*D7Rat164-D7Rat142*)/Shul | Ept7.7 | *D7Wox3*  71.45 Mb | *D7Rat164*  72.75 Mb | *D7Rat142*  79.63 Mb | *D7Uwm42*  80.76 Mb | 8663458 |
| ACI.BN-(*D7Rat206-D7Uwm30*)/Shul | Ept7.8 | *rgdv877215464-A^3^*  77.37 | *D7Rat206*  78.76 | *D7Uwm30*  83.37 Mb | *D7Got50*  85.27 Mb | 7248729 |
| ACI.BN-(*D7Uwm32-D7Uwm43*)/Shul | Ept7.9 | *D7Uwm34*  94.38 Mb | *D7Uwm32*  94.64 Mb | *D7Uwm43*  101.93 Mb | *D7Uwm37*  101.94 Mb | 8663462 |
| ACI.BN-(D7Uwm33-D7Uwm27)/Shul | Ept7.10 | *D7Uwm39*  96.47 Mb | *D7Uwm33*  97.35 Mb | *D7Uwm27*  103.64 Mb | *D7Rat17^2^*  103.85 Mb | 7248744 |
| ACI.BN-(*249431173-D7Uwm27*)/Shul | Ept7.11 | *rgdv775925571-T^3^*  97.46 Mb | *rgdv775925951-C^3^*  98.51 Mb | *D7Uwm27*  103.64 Mb | *D7Rat17^2^*  103.85 Mb | 13210773 |
| ACI.BN-(*D7Uwm33-D7Uwm43*)/Shul | Ept7.12 | *D7Uwm39*  96.47 Mb | *D7Uwm33*  97.35 Mb | *D7Uwm43*  101.93 Mb | *D7Uwm37*  101.94 Mb | 8663464 |
| ACI.BN-(*D7Rat164-D7Uwm31*)/Shul | Ept7.13 | *D7Wox3*  71.45 Mb | *D7Rat164*  72.75 Mb | *D7Uwm31*  76.14 Mb | *rs198654169*  76.86 Mb | 7248731 |
| ACI.BN-(D7Arb15-D7Uwm27)/Shul | Ept7.14 | *rgdv775925951-C^3^*  98.51 Mb | *D7Arb15*  100.16 Mb | *D7Uwm27*  103.64 Mb | *D7Rat17^2^*  103.85 Mb | 7364936 |
| ACI.BN-(*249431173-D7Uwm28*)/Shul | Ept7.15 | *rgdv775925571-T^3^*  97.46 Mb | *rgdv775925951-C^3^*  98.51 Mb | *D7Uwm28*  101.68 Mb | *D7Uwm29*  101.75 | 13210774 |
| ACI.BN-(rs199006987-*D7Uwm27*)/Shul | Ept7.16 | *rs198543052*  101.17 Mb | *rs199006987*  101.42 Mb | *D7Uwm27*  103.64 Mb | *D7Rat17^2^*  103.85 Mb | 7364934 |
| ACI.BN-(*D7Uwm36-D7Uwm27*)/Shul | Ept7.17 | *D7Uwm35*  101.78 Mb | *D7Uwm36*  101.90 Mb | *D7Uwm27*  103.64 Mb | *D7Rat17^2^*  103.85 Mb | 7248738 |
| ACI.BN-(*D7Uwm38-D7Uwm27*)/Shul | Ept7.18 | *D7Uwm37*  101.94 Mb | *D7Uwm38*  101.99 Mb | *D7Uwm27*  103.64 Mb | *D7Rat17^2^*  103.85 Mb | 7248740 |

^1^ Rat Genome Database, <http://rgd.mcw.edu>

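The table describes each congenic strain by 4 genetic markers on rat chromosome 7 and their positions in Rnor_6.0. Reading from the centromeric side, these are the last marker that is still ACI, the first and the last marker typed as BN, and the next marker that is ACI again. The BN segment therefore spans at least the distance between the inner pair of markers and at most the distance between the outer pair, and each end of the segment lies somewhere between neighbouring markers. All positions are the paper's values, and the comparison made from them here is a count of strains.

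The strains were set against the interval from *D7Uwm37*, the proximal ACI marker of Ept7.18 at 101.94 Mb, to *D7Rat17*, the distal ACI marker of the Ept7 strain at 103.85 Mb. Of the 19 strains, 10 carry BN alleles within this interval and 9 are ACI across it. The 10 carriers are Ept7, Ept7.2, Ept7.3, Ept7.6, Ept7.10, Ept7.11, Ept7.14, Ept7.16, Ept7.17 and Ept7.18. Of these, 8 end between *D7Uwm27* at 103.64 Mb and *D7Rat17*, and the segments of Ept7.2 and Ept7.3 extend past it to *D7Mit16* at 123.60 Mb. The shortest BN segment of a carrier is that of Ept7.18, with at least 1.65 Mb and at most 1.91 Mb, and the longest is that of Ept7, with at least 30.89 Mb. The stretch typed as BN in all 10 carriers runs from *D7Uwm38* at 101.99 Mb to *D7Uwm27*. Among the 9 other strains, Ept7.9 and Ept7.12 come closest from the proximal side, being BN at *D7Uwm43* at 101.93 Mb and ACI at *D7Uwm37*.

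Set against the strain groups that the paper defined by pituitary weight, all 9 strains of its Group 1 are ACI across the interval, and all 8 strains of its Group 2 carry BN alleles within it. The other 2 carriers, Ept7.11 and Ept7.14, are the strains that the paper assigned to neither group. Their mean pituitary weights were below that of ACI, but the differences missed the paper's threshold for multiple comparisons. The paper treats them as apparent exceptions and proposes that longer estradiol treatment hid part of the effect. From the arrangement of the strains the paper concludes that the causal variant or variants of *Ept7* lie within this segment. The interval was drawn from these same strains, so its match with the groups is not independent evidence. The distal end of the interval is the position of 1 marker, so the length of the interval depends on where that marker is placed.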

^2^ *D7Rat17* is annotated to two locations in Rnor_v.6.0, both on RNO7 (103.79 Mb and 103.85 Mb). See discussion for details.

^3^ These SNPs are registered in RGD and have been submitted for deposition in the European Variation Archive (study number PRJEB22833 in the European Nucleotide Archive, https://www.ebi.ac.uk/ena).

How the deposited data were processed for this re-analysis (not part of the article)

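The files analysed here hold 12 expression arrays of anterior pituitary RNA from DES-treated male rats of the congenic lines Ept1, Ept2, Ept6 and Ept9, with 3 arrays per line. Each line carries a segment of the COP genome on the ACI background, on chromosome 6 (Ept1), chromosome 3 (Ept2 and Ept6) or chromosome 10 (Ept9). DES was given as an implant of 5 mg from 9 to 21 weeks of age, that is for 12 weeks, and BrdU was injected 4 h before the end. These are other animals than the ACI and BN rats behind the expression values of the paper, whose arrays were not analysed here. The labels conflict on replication: the design text describes 3 biological replicates per line, while the notes on single samples speak of 3 animals and of fewer independent replicates than that. The arrays were treated as 3 replicates, and p-values may then measure spread that is in part technical. The series holds no sham-treated and no ACI array, so each line was set against the mean of the other 3, and a large change in 1 line also moves the contrasts of the others.

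The deposited values are linear microarray intensity values (signals) for 31099 probe sets, scaled by the authors so that the trimmed mean of every array is 500 (500.18 to 500.19, trimming 2% at each end). The software and background correction that gave these signals are not given in the sources used here. Correlations between arrays ran from 0.958 to 0.970 and no pair of arrays held identical values. For arrays the number of arrays limits the precision. From the deposited intensity values, log2(signal + 16) was computed with no further scaling, 57 control probe sets were left out, and the 12435 probe sets whose mean fell under the 40th percentile (a signal of 65.2) were left out as dim, which left 18607 tested. Fold changes are on this scale and understate the change of dim genes.

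Tests used limma 3.58.1 in R 4.3.3: a moderated F test among the 4 lines and a moderated test of each line against the other 3, with Benjamini-Hochberg adjustment within each contrast and a threshold of 0.05. Beside it stands a stricter count of probe sets that differ in the same direction from each of the other 3 lines. Gene names came from the platform's probe annotation, which gives 1 gene symbol for 20832 probe sets, several for 436 and none for 9831. Chromosomes and the order of genes came from the GRCr8 annotation. The paper uses Rnor_6.0, so no coordinate from GRCr8 is printed and the planned description of calls by windows of the chromosome was not run. Of the tested genes, 10579 have a chromosome, and these are the background of two-sided Fisher exact tests for the share of called genes on the chromosome of each line's segment. Differences of single values between lines were tested with exact permutation tests (15400 partitions for 4 lines, 220 for 1 line against the rest).

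Before the data were examined, 21 gene lists were fixed: genes of 5 pituitary hormone cell types, of folliculostellate and stem cells, of the posterior lobe and nerve, of blood, endothelium, stroma and leukocytes, and genes of the cell cycle, estrogen response, MYC targets, endoplasmic reticulum chaperones, angiogenesis, apoptosis, TGF-beta signalling, immediate early response and housekeeping, and the genes the paper names. They were tested with limma's camera at a preset inter-gene correlation of 0.01, with 1 probe set per gene (the brightest), at least 3 measured members, and adjustment over the 84 tests of a list in a line. Camera with an estimated correlation, fry and an exact permutation test of the list mean were run beside it. The genes named in the text were chosen by a rule fixed at the same time: for each line, up to 10 genes per direction with the largest change among called probe sets with 1 gene whose 3 arrays all lie above, or all below, the 9 others, and in addition called members of the lists and every gene the paper names. The text prints only part of the genes that this rule gives. Names from outside the rule are marked as chosen after their values were seen. RNA quality was read from the 3' and 5' control probe sets of Gapdh, beta-actin and hexokinase.

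The alternatives were pseudocounts of 1 and 64, quantile normalization, median centring, no filter and a filter at the 60th percentile, the replicate number as a block, an eBayes trend, array quality weights, leaving out each array in turn, a threshold of 0.01 for the chromosome shares, the stricter count, and for the lists the estimated correlation and the mean of all probe sets of a gene. The Gapdh 3' minus 5' difference as a covariate and the exact permutation of the list mean were added once results had been seen. Other groupings of the 12 arrays into 4 groups of 3 were drawn with a fixed seed, 100 with the real one. The tests were tested on simulated data, with 200 of 18607 probe sets changed in Ept1. There limma recovered 52.0% of those changed 1.5-fold, 76.0% of those changed 2-fold and 94.0% of those changed 3-fold, with 5 false among 142 calls. A shift of -0.3 simulated for 31 cell cycle genes in Ept2 was called by camera while 0 of the 20 other lists were. In the real data the estimated inter-gene correlation was 0.109 for cell cycle, 0.567 for erythroid and 0.700 for leukocyte genes, above the preset 0.01. With estimated correlations 0 of the 84 list tests passed. The simulation is therefore no evidence that the 6 list calls at the preset correlation are free of false ones. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. For the strain table in the supplement, marker positions were read from the paper's own table and compared with the ends of the interval.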

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

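The tests of each chromosome and of runs of neighbouring genes, the comparison with probe sets on other chromosomes, the label checks for Ept2 and Ept9 alone, the spread of the lists of other cell types and the Gapdh term in the model were chosen after the results were seen. Each result here was picked out because it is a signal in arrays that the paper does not report on.

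Set against the other 3 lines, 149 probe sets differed in Ept2 (63 higher and 86 lower), 127 in Ept9 (80 higher and 47 lower), 36 in Ept1 and 30 in Ept6, and 185 differed among the 4 lines (limma). Of 100 groupings of the 12 arrays into 4 groups of 3, the real one included, 1 gave as many among the 4 lines (highest other 8), 1 as many for Ept1 (highest other 8), 1 for Ept2 (highest other 1), 1 for Ept9 (highest other 8) and 3 for Ept6 (highest other 39), which argues against a chance assignment of arrays to lines for each. The other 2 at Ept6 put all 3 Ept2 arrays (31 probe sets) or all 3 Ept9 arrays (39) together under that name. The counts depend on single arrays: 27 were left in Ept2 without Ept2 replicate 3, 29 in Ept9 without Ept9 replicate 1 or 3, 12 in Ept1 without Ept1 replicate 3, 11 in Ept6 without Ept1 replicate 1 or Ept2 replicate 3 and 74 among the 4 lines without Ept9 replicate 3. The Gapdh 3' minus 5' difference was 0.38 in Ept2 against 0.25, 0.14 and 0.21 in Ept1, Ept6 and Ept9 (exact permutation p = 0.00214). With it in the model 0 probe sets were called in Ept2 (limma, 1604 with an unadjusted p under the threshold), because the standard errors of the 149 grew from a median of 0.11 to 0.23, while their median log2 change went from 0.67 to 0.63 in size, 148 kept their sign and 110 stayed under the unadjusted threshold.

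Called genes were concentrated on the chromosome of the line's own segment in Ept2, with 33 of 117 on chromosome 3 (odds ratio 4.98, 95% interval 3.20 to 7.59, Fisher's exact test, p = 1.46e-11), and in Ept9, with 33 of 84 on chromosome 10 (odds ratio 7.23, 95% interval 4.49 to 11.5, Fisher's exact test, p = 8.43e-15). The share did not pass the test in Ept1, with 3 of 27 on chromosome 6 (odds ratio 2.68, Fisher's exact test, p = 0.118), or in Ept6, with 3 of 21 on chromosome 3 (odds ratio 2.05, Fisher's exact test, p = 0.208), though it did in some alternatives, among them 18.8% in Ept1 without Ept2 replicate 3, and 37.5% and 26.7% in Ept6 without Ept1 replicate 3 or Ept2 replicate 2. The 33 genes of Ept9 spanned 573 of 895 tested genes in order along chromosome 10, as short a run as in 0.001% of random draws. Those of Ept2 spanned 731 of 798 on chromosome 3 (20.8% of random draws). Whether the calls of Ept2 are restricted to part of chromosome 3 is left undecided. The span is set by the outermost called genes, so a few calls outside a segment would hide a restriction. The 3 genes of Ept6 spanned 55 of 798 on chromosome 3 (1.20% of random draws), and those of Ept1 375 of 473 on chromosome 6 (88.9%). The groupings of arrays do not decide on this concentration, because 89 to 94 of the 99 others called 0 probe sets for a line: 1 of 100 gave as many own-chromosome genes for Ept1 (3, highest other 0), 1 for Ept2 (33, highest other 0), 2 for Ept6 (3, highest other 15, from the grouping with the 3 Ept2 arrays) and 1 for Ept9 (33, highest other 1).

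A mislabelled line is argued against in Ept9, where the share of tested genes called was 3.68 times as high on chromosome 10 as on chromosome 3, the next of the segment chromosomes (Fisher's exact p = 0.000361), and in Ept2, where it was 3.91 times as high on chromosome 3 as on chromosome 6 (Fisher's exact p = 0.00175), but over all lines the lowest such ratio was 1.12, in Ept6, so a wrong label cannot be told apart from a right one for Ept6 and Ept1, nor Ept2 from Ept6, whose segments share a chromosome. COP variants under the probes, which alter hybridization and not the transcript, are a candidate explanation for part of these calls that the test left standing: 26 of 45 other probe sets of the same genes moved the same way (57.8%, exact 95% interval 42.2% to 72.3%). For called genes on chromosomes without a segment it was 59 of 78 (75.6%, Fisher's exact p = 0.0449 for the difference), and the share was 42.9% (9 of 21) in Ept2 and 72.2% (13 of 18) in Ept9, a difference between these lines that was not tested. An effect of the COP alleles on the transcripts stays open and was not tested.

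In Ept6, 5 of 21 called genes, *Nab1*, *Coq10b*, *Maip1*, *Nif3l1* and *Trak2*, lie on chromosome 9, where the line has no described segment (odds ratio 7.59, Fisher's exact p = 0.00118, adjusted p = 0.0331 over 84 tests of a chromosome in a line). The groupings of arrays decide nothing here (1 of 100 as high, 5 genes against a highest other of 0), because 92 of the 99 others called 0 probe sets for Ept6 and the chromosome was chosen from the same data, but calls scattered over the chromosome are argued against by their order, since the 5 lie within 28 of 422 tested neighbouring genes and 0.005% of random draws gave as short a run. Strain variants under the probes cannot be told apart, because only 3 other probe sets exist, of which 66.7% moved the same way. The pairs were 1.06 and 3.34 for *Nif3l1*, -0.55 and -0.39 for *Nab1*, and 0.89 and -0.30 for *Trak2*. As a hypothesis, Ept6 may carry a further donor segment on chromosome 9, which genotypes could test. The number is fragile, with 1 to 3 genes left without any single array (1 without Ept6 replicate 1 or 2).

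Cell cycle genes had a mean log2 change of -0.22 in Ept2, where 27 of 31 had negative estimates, and of 0.13 in Ept9, where 25 had positive ones; with an estimated correlation the adjusted p was 0.536 and 0.69, and by exact permutation of the list mean it was 0.218 and 0.397. In Ept2 2 of 100 groupings of the arrays lay as far from 0 (highest other 0.22), but adjusted over 84 tests chance is not excluded there, and it stays a candidate explanation in Ept9 (10 of 100, highest other 0.17), while members on the line's own chromosome do not account for the change, since 89.3% was left in Ept2 and 79.7% in Ept9 without them. A lower share of the main cell type in Ept2 would raise the lists of all 10 other cell types. It stays open, since 8 were higher (up to 0.39 for gonadotroph genes). A lower share would also lower the lactotroph list, which had a mean of 0.23 in Ept2, with 5 of 7 estimates positive. That rise passed by fry alone (adjusted p = 0.0062, against 0.276 by camera), so it does not decide. Of the 2 lower lists among the 10, stromal genes stood at -0.08. Leukocyte genes stood at -0.23, a call lost without Ept2 replicate 1 (adjusted p of 0.976) and with an estimated correlation (adjusted p of 0.752). The spread of the 10 means was tested as well (exact permutation p = 0.0455). That test replaced the comparison of gonadotroph with leukocyte genes (exact permutation p = 0.0318) once that result was known. It does not decide, because lists that rise unequally are also spread. A difference in RNA quality stays open as a cause. With the Gapdh term 156% of the change was left (-0.34, 95% interval -0.63 to -0.06, from -0.22), while its standard error grew from 0.058 to 0.120. The Gapdh difference itself differed between lines (exact permutation p = 0.00214), so this model cannot separate RNA quality from line. The interval excludes 0, but that bound was taken once the result was known. By the stricter bound first set, an interval beyond 50% of the change, the question stayed open as well. That the Ept2 gland proliferates less under DES is a hypothesis, which the BrdU label of these animals could test.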

How the results depend on the processing

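The Gapdh covariate, the exact permutation of the list mean and the chromosome 9 count were chosen after the results were seen. The shares of called genes on the own chromosome in Ept2 (28.2%) and Ept9 (39.3%) stayed past the threshold in every alternative that called a gene (the Gapdh covariate called none in Ept2), with 28.8% to 50.0% and 34.4% to 68.4% as single arrays were left out. The *Ept7* genes stayed without a call in all 22 alternatives. Among the 4 lines, 185 probe sets became 53 with no filter, 282 with the filter at the 60th percentile, 419 with the eBayes trend, 37 with the Gapdh covariate, and 74 to 142 as single arrays were left out. For Ept1, 36 became 5 against each other line, 18 with no filter, 73 with the trend and 12 to 33 without single arrays. For Ept2, 149 became 12 against each other line, 32 with no filter, 225 at the 60th percentile, 340 with the trend, 98 with array weights, 0 with the Gapdh covariate and 27 to 107 without single arrays. For Ept6, 30 became 7 against each other line, 16 with a pseudocount of 1, 9 with no filter, 58 at the 60th percentile, 105 with the trend, 7 with the Gapdh covariate and 11 to 30 without single arrays. For Ept9, 127 became 13 against each other line, 29 with no filter, 217 with the trend, 64 with the Gapdh covariate and 29 to 126 without single arrays. Median centring moved the split of higher and lower from 63 and 86 to 47 and 111 in Ept2, and from 80 and 47 to 95 and 29 in Ept9. The own-chromosome share in Ept1 (11.1%) came past the threshold against each other line (50.0%), with no filter (21.4%) and without Ept2 replicate 3 (18.8%), and ranged from 7.69% to 18.8% without single arrays. In Ept6 (14.3%) it came past the threshold at 50.0% against each other line, with a threshold of 0.01 and with no filter, at 27.3% and 19.2% with pseudocounts of 1 and 64, at 20.0% with the 60th percentile, 18.2% with the trend and 40.0% with the Gapdh covariate; without single arrays it ranged from 15.8% to 37.5% and passed without Ept1 replicate 3 (37.5%) and Ept2 replicate 2 (26.7%). The 6 called lists became 0 with the estimated correlation (6 with an unadjusted camera p under the threshold), 0 by exact permutation (15 unadjusted), 10 with a pseudocount of 64, 3 with the Gapdh covariate and 4 to 13 without single arrays. The 5 genes of Ept6 on chromosome 9 became 2 with a pseudocount of 1, 1 with no filter, 3 with array weights, 1 with the Gapdh covariate and 1 to 3 without single arrays. With the replicate number as a block, 84 probe sets differed among the lines, 16 in Ept1, 50 in Ept2, 14 in Ept6 and 40 in Ept9, and 2 genes of Ept6 on chromosome 9 were called; 0 of 18 pairs of arrays with the same number correlated above 0.1 (-0.14 to 0.08), and 4 of 12 arrays were closest to their own number, so the numbers were not taken as a pairing. Of 31 gene and line pairs tested in 675 alternatives, 11 kept their call in all, 147 alternatives ended a call, and 0 reversed a direction. The cause of these shifts was not tested. Signal near background limits dim genes such as *A1bg*.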

Other observations

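The comparison of gene levels across lines in the 2nd paragraph, and the comparison of Ept2 with Ept9 for cell cycle genes, were chosen after the values were seen. In the DES-treated pituitary of Ept9, *Akr1b8* rose by a log2 of 2.96 (a signal of 1245 against 197 in the other lines), *Hmox1* by 2.52, *Serpinf1* by 2.44 (10726 against 2148), *Fn3k* by 1.35, *Slc40a1* by 1.49 and *Gpnmb* by 1.03, while *Ddx5* (-3.43) and *Cwc25* (-2.23) fell. *Serpinf1*, *Fn3k*, *Ddx5* and *Cwc25* lie on chromosome 10, the chromosome of the Ept9 segment, and *Ddx5* has another probe set at 0.20. The BMP antagonist *Nog* rose by 0.62. In Ept2 *Harbi1* rose by 2.80 (870 against 120), *Sppl2a* by 1.19, *Mga* by 1.06, *Spint1* by 0.98 (2494 against 1258) and the tight junction gene *Cldn8* by 0.92. There *Scarf2* (-1.91), *Zfp770* (-1.63), *Ptprj* (-1.19), *Fam83d* (-1.16), *Slc40a1* (-1.28) and *Gpnmb* (-0.99) fell. All of these but *Cldn8*, *Scarf2*, *Slc40a1* and *Gpnmb* are on chromosome 3. Other probe sets stood at -0.06 for *Harbi1*, -0.05, -0.05 and -0.40 for *Sppl2a*, -0.23 for *Mga* and -0.02 for *Zfp770*. That of *Ptprj* stood at -0.22, with the sign of the call but not called. In Ept6 *Sardh* rose by 1.48 (1226 against 437), with another probe set at 1.40 that was not called. *Fubp3* fell by 2.42 in 1 probe set and rose by 0.83 in another. Both genes are on chromosome 3. In Ept1 *Cdkl4*, on chromosome 6, rose by 2.12 (355 against 70.8), and *Ifitm2* (-1.48) and *Kdm3a* (-1.17) fell. These calls are limma tests. The calls of *Gpnmb* were lost in 17 of 22 alternatives in Ept2 and 14 of 22 in Ept9, and those of *Slc40a1* (read from different probe sets in the 2 lines) in 9 of 21 and 6 of 22. The call of *Hmox1* was lost in 2 of 22, that of *Harbi1* in 2 of 21 and that of *Fam83d* in 3 of 22. For *Sppl2a* and *Scarf2* the alternatives were not followed singly. With the Gapdh covariate the named calls in Ept2 were lost as the standard errors grew, with *Harbi1* at 2.59, *Spint1* at 0.90, *Cldn8* at 0.81, *Mga* at 0.76, *Zfp770* at -1.87, *Ptprj* at -1.44, *Fam83d* at -0.74, *Slc40a1* at -0.87 and *Gpnmb* at -0.77.

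For 4 genes called in both Ept2 and Ept9, picked after their values were seen and with no test of a trend, the means were ordered from Ept2 over Ept1 and Ept6 to Ept9. Each line was set against the mean of the other 3, so a high value in Ept9 in itself lowers the contrast of Ept2. The calls of *Akr1b8*, *Hmox1*, *Slc40a1* (in the probe set with the change of 1.49) and *Gpnmb* in Ept9 did not hold against each of the other 3 lines. Nor did those of *Slc40a1* and *Gpnmb* in Ept2. *Hmox1* averaged 246 in Ept2, 447 in Ept1, 1014 in Ept6 and 2762 in Ept9 (SD 102, 258, 182 and 804, n = 3 each), *Akr1b8* 72.8, 104, 415 and 1245, the iron exporter *Slc40a1* 99.7, 168, 231 and 396 in the probe set called in both lines, and *Gpnmb* 1322, 1921, 2360 and 3753. The hemoglobin and heme synthesis genes of the erythroid list had a mean of -0.44 in Ept6 (adjusted camera p = 0.00621, 2 of 3 lower when adjusted over the list alone) and 0.43 in Ept9 (adjusted p = 0.00621, 3 of 3 higher over the list alone), with an adjusted p of 0.536 with an estimated correlation in each. The Ept6 call was lost with no filter (adjusted p = 0.13) and without Ept6 replicate 2, and the Ept9 call with the Gapdh covariate (adjusted p = 0.0869) and without Ept9 replicate 3.

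Of the 31 cell cycle genes in Ept2, *Bub1* (-0.75) and *Birc5* (-0.65) fell, and 3 fell when adjusted over the list alone (adjusted camera p = 0.000291, and adjusted p = 0.536 with an estimated correlation). *Bub1* and *Nusap1*, which is 1 of these 3, lie on chromosome 3, the chromosome of the Ept2 segment. In Ept9 *Birc5*, on chromosome 10 like the Ept9 segment, rose by 0.75, the only call over the list alone (adjusted camera p = 0.00621, and 0.69 with an estimated correlation). Ept2 set directly against Ept9 had a mean of -0.27, with 26 of 31 lower (camera p = 4.24e-07, and p = 0.0233 with an estimated correlation). The calls of *Bub1* and *Birc5* in Ept2 were lost in 14 and 15 of 21 alternatives, and that of *Birc5* in Ept9 in 9 of 21. In Ept2 immediate early genes had a mean of -0.19, with *Egr1* called at -0.34 and 5 of 11 lower over the list alone (adjusted camera p = 0.00621, and 0.536 with an estimated correlation), and leukocyte genes a mean of -0.23 with 0 called and *Cd14* alone over the list (adjusted camera p = 0.0123, and 0.752 with an estimated correlation). The Ept9 cell cycle call was lost without Ept9 replicate 1 (adjusted p = 0.188) and with the filter at the 60th percentile. The immediate early call was lost without Ept2 replicate 1 (adjusted p = 0.193) and with the Gapdh covariate, and the leukocyte call without Ept2 replicate 1 (adjusted p = 0.976), without Ept6 replicate 3, with array weights and with the Gapdh covariate. Beside these groups stands the Gapdh 3' minus 5' difference, highest in Ept2 (0.38, exact permutation p = 0.00214 among lines). The beta-actin difference was also highest in Ept2 at 1.81 (exact permutation p = 0.0434, adjusted p = 0.0651), and so was that of hexokinase, at 1.53 against 1.04 to 1.14, without passing the test (exact permutation p = 0.186).

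The other lists passed in no line. The lowest adjusted camera p was 0.0544 for gonadotroph genes (Ept6) and thyrotroph genes (Ept2), 0.0933 for folliculostellate and stem cell genes (Ept6), 0.148 for stromal genes (Ept1), 0.167 for endothelial genes (Ept2), 0.192 for posterior lobe genes (Ept2) and estrogen responsive genes (Ept6), 0.221 for apoptosis genes (Ept1), 0.276 for lactotroph genes (Ept2), corticotroph and melanotroph genes (Ept9) and housekeeping genes (Ept9), 0.364 for angiogenesis genes (Ept6), 0.43 for MYC targets (Ept2), 0.53 for the genes the paper names (Ept9), 0.621 for endoplasmic reticulum chaperones (Ept6), 0.631 for TGF-beta pathway genes (Ept1) and 0.706 for somatotroph genes (Ept1). By fry, which tests without the other genes, the lactotroph list had a mean of 0.23 in Ept2 and an adjusted p of 0.0062. The adjusted p there was 0.699 by camera with an estimated correlation and 0.218 by exact permutation of the list mean. The median of the list was lower than its mean, at 0.08, and *Vip* was the only member that was higher when adjusted over the list alone. Members of these lists that were called were *Neurod1* (0.75) and *Pcsk2* (-0.64) in Ept2, both on chromosome 3, and *Egr1* there (-0.34, also a gonadotroph gene), and in Ept9 *Neurod1* (-0.76) and *Nog* (0.62), the latter on chromosome 10. The immediate early gene *Ier2* (0.62) was also called in Ept9.

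Of the genes the paper names, none passed the test between these lines, and *Mmp9* was too dim to be tested. The *Prl* signal averaged 43246 to 46895 (SD 529 to 4264, n = 3), close to the top of the array scale, where a difference can be compressed. The estrogen receptor gene *Esr1* was dim, at 41.6 in Ept1, 50.5 in Ept2, 55.9 in Ept6 and 68.7 in Ept9 (exact permutation p = 0.497). *Tshb* averaged 7613, 11900, 5647 and 6510 in Ept1, Ept2, Ept6 and Ept9, with no call.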
